# Age and sex differences in kidney microRNA expression during the life span of F344 rats

**DOI:** 10.1186/s13293-014-0019-1

**Published:** 2015-01-28

**Authors:** Joshua C Kwekel, Vikrant Vijay, Varsha G Desai, Carrie L Moland, James C Fuscoe

**Keywords:** Kidney, miRNA expression, Sex, Age, Renal fibrosis, Renal inflammation, Biomarker

## Abstract

**Background:**

Growing evidence suggests that epigenetic mechanisms of gene regulation may play a role in susceptibilities to specific toxicities and adverse drug reactions. MiRNAs in particular have been shown to be important regulators in cancer and other diseases and show promise as predictive biomarkers for diagnosis and prognosis. In this study, we characterized the global kidney miRNA expression profile in untreated male and female F344 rats throughout the life span. These findings were correlated with sex-specific susceptibilities to adverse renal events, such as male-biased renal fibrosis and inflammation in old age.

**Methods:**

Kidney miRNA expression was examined in F344 rats at 2, 5, 6, 8, 15, 21, 78, and 104 weeks of age in both sexes using Agilent miRNA microarrays. Differential expression was determined using filtering criteria of ≥1.5 fold change and ANOVA or pairwise *t*-test (FDR <5%) to determine significant age and sex effects, respectively. Pathway analysis software was used to investigate the possible roles of these target genes in age- and sex-specific differences.

**Results:**

Three hundred eleven miRNAs were found to be expressed in at least one age and sex. Filtering criteria revealed 174 differentially expressed miRNAs in the kidney; 173 and 34 miRNAs exhibiting age and sex effects, respectively. Principal component analysis revealed age effects predominated over sex effects, with 2-week miRNA expression being much different from other ages. No significant sexually dimorphic miRNA expression was observed from 5 to 8 weeks, while the most differential expression (13 miRNAs) was observed at 21 weeks. Potential target genes of these differentially expressed miRNAs were identified.

**Conclusions:**

The expression of 56% of detected renal miRNAs was found to vary significantly with age and/or sex during the life span of F344 rats. Pathway analysis suggested that 2-week-expressed miRNAs may be related to organ and cellular development and proliferation pathways. Male-biased miRNA expression at older ages correlated with male-biased renal fibrosis and mononuclear cell infiltration. These miRNAs showed high representation in renal inflammation and nephritis pathways, and included miR-214, miR-130b, miR-150, miR-223, miR-142-5p, miR-185, and miR-296*. Analysis of kidney miRNA expression throughout the rat life span will improve the use of current and future renal biomarkers and inform our assessments of kidney injury and disease.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13293-014-0019-1) contains supplementary material, which is available to authorized users.

## Background

Growing evidence suggests that epigenetic mechanisms of gene regulation may play a role in susceptibilities to specific renal diseases, toxicities, and adverse drug reactions. MicroRNAs (miRNAs) have been shown to be dysregulated in many renal pathologies [1,2]. For example, miR-193a has been identified as a potent regulator of focal segmental glomerulosclerosis (FSGS), a disease impacting the glomeruli [3]. In FSGS, podocyte function is severely disrupted by miR-193a inhibition of Wilms tumor 1/WT1, an important transcription factor in podocyte homeostasis. Furthermore, in diabetic conditions, expression levels of miR-195 and miR-29 have been shown to be elevated and reduced, respectively, in podocytes where they play a role in apoptosis and fibrosis [4]. The requirements of miRNAs in renal podocyte and glomerular development have also been demonstrated [5]. MiRNAs have been shown to have both positive and negative impact on kidney function. Complete oblation of miRNA function by deleting the miRNA processing gene Dicer in mouse podocytes reveals deficient podocyte homeostasis, reduced nephrogenesis, and other glomerular abnormalities that ultimately lead to lethality in young mice [6]. This suggests crucial roles of miRNA regulation in podocyte function that positively impact total kidney function. Similarly, miRNAs have been shown to function in response to drug-induced kidney injury. MiR-151 knockout mice have recently been used to demonstrate miR-151’s protection against cisplatin-induced kidney injury [7]. Further evidence pointed to miR-151’s protective effects being mediated via targeted suppression of c-Fos, a key regulator of apoptotic signaling [8]. These protective effects suggest miRNAs play a role in mediating key kidney functions; however, blocking miRNA function via Dicer knockout in proximal tubule cells showed protective effects against acute kidney injury [9]. Thus, mechanisms for both beneficial and deleterious roles of miRNA function in the kidney remain to be understood fully.

The rat model is often used in toxicology for assessment of drugs and other chemicals. However, little is known about the global expression patterns of miRNAs in various organs throughout the life span of the rat and the role they play in development and disease. MiRNAs show promise as predictive biomarkers for diagnosis and prognosis in a variety of tissues [10-14]. For example, nine miRNAs (miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805, and miR-194) have been identified in C57BL/6 mice as promising biomarkers of kidney injury after renal ischemia reperfusion injury (IRI) [15]. These miRNAs were shown to respond independent of lymphocyte infiltration, suggesting a kidney-specific response. Furthermore, three circulating plasma miRNAs (miR-16, miR-320, and miR-210) have been identified in acute kidney injury (AKI) patients as potential renal biomarkers [16]. MiR-210 in particular shows promise as a strong, independent prognostic biomarker of survival in AKI patients. Therapeutic targeting of miRNAs by antagomiRs to reduce adverse effects and disease states has also been successfully shown [17,18]. For example, anti-miR-192 has been used to decrease glomerular fibrosis in mouse models of diabetic nephropathy [19].

Sex differences in nondiabetic renal disease development and progression have been shown by several studies in humans [20-22] and in rodents [23]. Generally, males show greater susceptibility for various renal diseases (including adult FSGS, membranous nephropathy, and immunoglobulin A nephropathy) than females. Sex hormones appear to play a crucial role in imparting protective or predisposing effects [24]. The sex bias in susceptibility between males and females is less clear in diabetic renal disease [25,26]. Several reports suggest increased susceptibility of females to acute kidney injury and renal toxicity [27-29]. However, male susceptibilities to metal-induced nephrotoxicity and obesity-related adverse kidney effects have been demonstrated in *in vivo* models [30,31].

Advances have been made in characterizing cellular and molecular processes involved in various kidney functions; however, the molecular mechanisms responsible for age and sex differences and their potential impact on biomarker development are not well understood. Previous studies have demonstrated substantial sex differences in kidney messenger RNA (mRNA) expression in rodents [32,33], which may influence sexually dimorphic adverse events. Examination of miRNA regulation will further expand our understanding of the sex differences observed. While several miRNAs have previously been shown to exhibit sex specificity in expression and function in other tissues [34], there are no comprehensive studies that have examined miRNA sex bias in the kidney [35]. We investigated whether epigenetic mechanisms of gene regulation, such as changes in miRNA expression, are present in the kidney that may underlie age- and sex-specific susceptibilities to adverse renal events. Our findings show notable differences in miRNA expression that may inform our understanding of renal pathologies and the development of predictive biomarkers.

## Methods

### Animal study

Male and female Fischer 344 rats were obtained from the National Center for Toxicological Research rat breeding colony and maintained as previously described [33,36]. Rats used in the present study were sacrificed at 2, 5, 6, 8, 15, 21, 52, 78, and 104 weeks of age. Female animals were not synchronized for estrous cycle. Fischer 344 rats were used due to their frequent use for in-life bioassays in preclinical toxicology studies. The animal study was approved by the National Center for Toxicological Research (NCTR) Institutional Animal Care and Use Committee. Rats were housed two to a cage in polycarbonate cages with hardwood chip bedding; temperature was maintained at 23°C with a relative humidity of approximately 50%. Animals were euthanized by carbon dioxide asphyxiation and sacrificed at the same circadian time of day. Sections of the kidneys were collected from rats aged 52, 78, and 104 weeks for histological examination and placed in 10% neutral buffered formalin. Standard paraffin embedding, sectioning, and hematoxylin and eosin staining were performed before histopathological examination by a staff board-certified pathologist. Histological pathology scores range from 0 to 4, representing: none (0), minimal (1), mild (2), moderate (3), or marked (4) severity. Two endpoints were evaluated: renal fibrosis and renal mononuclear cell infiltration. All pathology findings are available in Additional file 1. A subset of the kidney pathology data was previously published [37]. Sex differences in histopathological severity scores were evaluated for statistical significance at 52, 78, and 104 weeks using a Mann–Whitney *U* test (also known as Wilcoxon Rank-Sum test). There were 8 to 16 animals per group and *p* values <0.05 were considered significant.

### RNA isolation

Whole kidneys from independent animals were ground to a powder in liquid nitrogen. Total RNA, including the small RNA fraction, was isolated from a 30-mg aliquot of ground kidney tissue powder and homogenized as previously described [33] using Qiagen miRNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA) according to the manufacturer’s protocol. The yield of the extracted RNA was determined spectrophotometrically (Nanodrop-1000, Thermo Scientific, Wilmington, DE, USA) by measuring the optical density at 260 nm. RNA quality was evaluated using the RNA 6000 LabChip and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). RNA samples with RNA integrity numbers (RINs) greater than 8.0 were used for microarray experiments with an average RIN of 8.5 for all samples.

### Microarray experiments

Genome-wide miRNA expression microarray experiments (*n* = 5 for 2-, 5-, 6-, 15-, 21-, and 78-week males and 6-, 15-, 78-, and 104-week females; *n* = 4 for 8- and 104-week males and 2-, 5-, 8-, and 21-week females) were completed for a total of 74 microarrays. Single color (Cy3) Agilent Rat 8 × 15 K miRNA microarrays and reagents were used according to the manufacturer’s protocols (Agilent Technologies, Santa Clara, CA, USA) using 100 ng of total RNA. An Agilent one-color spike-in kit was used as a positive control to measure both labeling and hybridization efficiency. Labeled probe was purified using BioRad Micro Bio-Spin 6 columns (BioRad Life Science Research, Hercules, CA, USA), according to the manufacturer’s protocol. Hybridized microarrays were scanned using the Agilent High Resolution C Scanner (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s protocol. The images were analyzed using Agilent’s Feature Extraction software. Expression data were deposited in Gene Expression Omnibus (Accession ID GSE64842).

### Microarray data analysis

Microarray TIFF images were analyzed using Agilent Feature Extraction (FE) software for preliminary quality control assessments which utilized labeling and hybridization spike-ins. The FE quality control evaluation metrics were within the ranges designated “good” or “excellent” for all microarrays. The raw (median) intensities were calculated in FE to generate a single value (total gene signal) for each miRNA. Individual array files (74 total) were uploaded in ArrayTrack [38,39], the Food and Drug Administration’s relational database for genomic data storage, processing, analysis, and visualization that was created at the NCTR. ArrayTrack is freely available at: http://www.fda.gov/ScienceResearch/BioinformaticsTools/Arraytrack/default.htm. A single file containing the raw intensities of miRNAs from all arrays was exported from ArrayTrack. An intensity value of 0.1 represented miRNAs that were not expressed. Intensity values of 0.1 were replaced by the minimum intensity value (1.39) across all the arrays. This file containing the raw intensities of all arrays was used as the input file for further data pre-processing in SAS 9.1.3 (SAS Institute Inc., Cary, NC, USA) to remove controls and target redundancy. Out of 15,744 array features, 2,204 features representing controls were removed, resulting in 13,540 features measuring sample miRNAs (677 unique miRNA × 20 replicates per miRNA). Redundant replicates (containing redundant values) were removed, resulting in a dataset containing 677 unique miRNAs. Next, those features which were not expressed (intensity = 1.39) in any of the arrays were discarded, leaving 311 unique features, which were expressed in at least one array. Raw intensity data for all arrays were transposed and transformed to log_2_ values, and normalization (75th percentile) was performed on the 311 miRNAs. Relative expression values (REVs) for each microarray feature/spot were calculated by taking individual animal normalized log2 intensity values divided by the averaged normalized intensities from all ages. Subsequently, a generalized linear model procedure (proc glm) in SAS was used to perform ANOVA to measure statistical significance of group differences using REVs as the dependent variable. Age effects were determined independently for males and females. Magnitude of group differences were calculated as the difference of log2 group means, and the anti-log of the resulting value equaled the fold change between groups. MiRNAs were considered differentially expressed by age when the ANOVA FDR was <5%, and age group differences were significant (*p* < 0.05) and showed ≥1.5 fold change difference between age groups. Sex effects were determined using pairwise *t*-test with FDR <5% and ≥1.5 fold change difference between sexes of the same age. There were 174 miRNAs that were differentially expressed by age or sex. Log2 REV values for all groups were subsequently exported as anti-log. Principal component analysis (PCA) and k-means clustering were performed in ArrayTrack on log2 normalized expression values. Group average REVs, principal component 1 (PC1) loading values, and k-means clusters for each differentially expressed miRNA (DEM) are shown in Additional file 2.

### miRNA functional analysis

Specific DEMs were analyzed using Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com/) software. DEMs exhibiting an age effect were prioritized for pathway analysis using loading values from the PCA. Principal component 1 (PC1) represented primarily age-related differences in expression; therefore, the loading values for PC1 were rank ordered (Additional file 2). Those miRNAs having the most influence on PC1 variation ranked at the top and bottom of the distribution. Loading values with absolute value of ≥0.07 were included in gene lists for functional analysis. All DEM gene lists analyzed are shown in Additional file 3. Ingenuity pathways were considered significant if they exhibited a *p* value <1 × 10^−4^ and at least three molecules were represented. Top networks with scores >20 were also considered in functional analysis. The expression of three miRNAs associated with fibrosis (miR-142-5p, miR-150, miR-223) was correlated with histopathology fibrosis severity scores. Individual animal fibrosis severity scores of female and male animals (Additional file 1) from 78 and 104 weeks of age (*n* = 4 or 5 per group, total of 18 comparisons for each correlation) were matched with their respective miRNA expression data (normalized intensities), and Pearson correlation coefficients and respective *p* values were generated; *p* values <0.05 were considered significant. IPA infrequently associated a rat miRNA with a miRNA family gene name represented by a human miRNA of different name (e.g., rno-miR-363 is affiliated with miR-92a in gene list mapping); thus, miR-363 is associated with miR-92a in the Ingenuity knowledgebase for purposes of functional analysis.

### Taqman qPCR experiments

For each sample, 5 ng of total RNA was used in a 15 μl reverse transcription reaction using Taqman miRNA Reverse Transcription Kit (Life Technologies, Grand Island, NY, USA) and miRNA-specific primers according to the manufacturer’s instructions. The reverse transcription product (1.33 μl) was used in a 20 μl Taqman MicroRNA Taqman Assay reaction with predesigned miRNA-specific probes, according to the manufacturer’s instructions. Taqman PCR was conducted in MicroAmp Optical 384-well reaction plates (Applied Biosystems, Waltham, MA, USA) on an ABI 7900HT real-time PCR detection system. The expression level of each sample for each miRNA was standardized to U6 small nuclear RNA (snRNA), to control for differences in RNA loading, quality, and complementary DNA (cDNA) synthesis using the ΔΔCt method. For graphing purposes, the log2 relative expression levels are shown, such that the expression level of the mean expression for Taqman PCR (*n* = 5) and microarray data (*n* = 4 or 5) is equal to zero. A Pearson correlation coefficient (*R*) was calculated for each gene comparing Taqman and microarray relative expression with age.

## Results

### Sex- and age-associated renal histopathology

Histological examination of kidney tissues at 52, 78, and 104 weeks of age revealed moderate to marked mononuclear cell infiltration (average severity scores of 1, 1.9, and 2.5 at 52, 78, and 104 weeks, respectively) in males compared to only mild to moderate infiltration (average severity scores: 0.3, 1, and 1.6 at 52, 78, and 104 weeks, respectively) in females (Table 1 and Additional file 1). A similar trend was observed in the observations of renal fibrosis; males exhibited greater average severity than females at 52, 78, and 104 weeks (0.1, 0.5, and 1.5 in females and 0.7, 2.1, and 2.4 in males, respectively). Images illustrating these histopathological findings were previously published [33]. These results revealed sex-biased occurrences of renal pathologies associated with aging in male rats.

**Table 1:** **Histopathology average severity score**

**Age (weeks)**	**Fibrosis**			**Mononuclear cell infiltration**		
	**Female**	**Male**	***p*** **value**	**Female**	**Male**	***p*** **value**
*52*	0.1	0.7	0.025*	0.3	1	0.009*
*78*	0.5	2.11	0.001*	1	1.9	0.002*
*104*	1.5	2.43	0.014*	1.63	2.5	0.006*

*p < 0.05, Mann–Whitney *U* test comparing female and male groups at each age.

### Sex- and age-associated differential miRNA expression

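Kidney miRNA of female and male rats was measured at 8 ages, from 2 to 104 weeks, with 74 single-colour Agilent rat miRNA arrays. Each array held the RNA of 1 animal, and each age and sex had 4 or 5 arrays, a number that limits the precision of every group mean. The authors deposited the scanner's output for each array, which gives each miRNA a background-subtracted intensity taken over its 20 spots and a mark of whether it was detected. A miRNA that was not detected has an intensity of 0.1 there, and nothing was normalized between arrays. Between 190 and 264 miRNAs were detected per array (median 232), and the group medians lay between 224 in 8-week females and 245 in 21-week males. Of the miRNAs expressed on at least 1 array, 166 were detected on all 74 arrays and 19 on 1 array only, and 25.6% of their values were undetected. The arrays came from 10 slides: ages of 2 to 8 weeks were on 5 of them and ages of 15 to 104 weeks on the other 5, apart from 1 array of a 15-week female that shared a slide with the younger ages. Both sexes of an age were spread over the same set of slides. At 2 and 8 weeks and from 15 weeks on, however, no position on a slide held both sexes of an age. Sex and array position are therefore confounded at these ages, and position was not tested.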

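The authors also deposited a table of normalized intensities, in which each array's values were divided by its 75th percentile after undetected values had been replaced by the lowest detected signal. In the copy used here, each of its 74 columns equalled 1 array of the scanner's output, but only 5 columns held the array of the sample they name. Grouped by the labels of the scanner's output, the table gave 2768 of 2768 group means of Additional file 2 within 0.01 on the log2 scale, against 143 when grouped by its own column names. Samples were therefore taken from the scanner's output. Each array was divided by the 75th percentile of its 311 expressed miRNAs, which ranged from 81.2 to 283 (median 156). Values under 0.0171, which is the lowest detected signal (1.39) divided by the smallest of these percentiles, were raised to 0.0171 on every array, and log2 values were taken. Sex differences (male minus female) at each age were tested with limma on the means of the 16 groups, and age effects with limma's moderated F test within each sex. The p-values were adjusted over the 311 miRNAs by the Benjamini-Hochberg method, and a difference was called at a false discovery rate threshold of 0.05 and a fold of at least 1.5, the antilog of the difference of the log2 means. An age effect also needed a pair of ages that differed by this fold with an unadjusted p under 0.05. Where no array of a group detected a miRNA, its level was assumed to be at most the lowest detected signal on each array. The fold is then given as "at least" if all arrays of the other group detected it. This bound rests on that assumption and carries no error.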

Of the 677 unique miRNAs present on the Agilent microarray, 311 were expressed at least once at any age in either sex. Those miRNAs whose expression changed with age were identified by ANOVA with FDR <5% with an additional requirement that the expression level difference between age groups be at least 1.5 fold. 

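With limma, 114 miRNAs changed with age in females and 141 in males, and 94 of them did so in both sexes, which is 58.4% of the 161 called in either sex. The paper states no base for its own percentage of overlap, so this share is not compared with it. Without the fold threshold, the counts were 155 in females and 183 in males. The alternative that moved these counts most was background correction of the spots with normexp and an offset of 50, which left 30 in females and 67 in males. The youngest 4 ages and the oldest 4 ages were on different slides, so both sets were also tested alone, a comparison chosen after the values had been seen. Between 2 and 8 weeks, 66 miRNAs changed in females and 94 in males, and between 15 and 104 weeks 38 and 52.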

One hundred seventy-three miRNAs showed age-associated differential expression (Additional file 2); 131 miRNAs in females and 148 in males (approximately 75% overlap). 

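Between the sexes, 54 miRNAs were called at 1 or more ages, in 83 comparisons of a miRNA at an age, and 23 of them were called at 2 or more ages. Of the 54, 52 were also called with age, and 12 were undetected on most of the arrays. The number depended on the test: 133 miRNAs were called with no fold threshold, 33 with the methods' t-test on the same values, all of them among the 54, and 11 after normexp. With slide as a fixed block 69 were called, with calls higher in females for 43 and in males for 27. As a random block it gave 65, with 39 and 30. Of 71 differences of single miRNAs that were followed through every alternative, 18 kept their direction and their side of the threshold after normexp, 45 fell under the threshold and 8 reversed. An age by sex interaction was called for 86 miRNAs, 39 of which were also called between the sexes at a single age.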

Comparing male expression with female expression at each age using a *t*-test and FDR <5% showed sexual dimorphism in the expression of 34 miRNAs; 33 were differentially expressed by both age and sex. One DEM (miR-125a-5p) exhibited only a sex effect. Therefore, a total of 174 differentially expressed miRNAs (DEMs), by age or sex, were identified in the kidney (Figure 1).

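MiR-125a-5p had a normalized intensity of 3.36 ± 0.198 (SD, n = 4) in 21-week females and 4.87 ± 0.449 (SD, n = 5) in 21-week males. The difference was 0.53 on the log2 scale (standard error 0.115, adjusted p = 0.000556 from limma), and all 5 males were above all 4 females. Its fold of 1.45 lay under the fold threshold, so it was not called between the sexes, although scaling by the 75th percentile over all 677 miRNAs raised the difference to 0.61 and past the threshold. Without 21-week male replicate 2 the difference was 0.59, which is also past the threshold. With age, the adjusted p of miR-125a-5p was 0.149 in females and 0.000283 in males, and in males no pair of ages passed the fold threshold.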

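In total, 163 miRNAs were called by age or sex, which is 52.4% of those expressed. Of these, 153 are among the miRNAs listed in Additional file 2, 10 are not, and 21 of the listed miRNAs were not called. MiR-150* and miR-219-5p were the only miRNAs called between the sexes and not with age, and neither is in that list; both were singled out after their values had been seen.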

**Figure 1:**
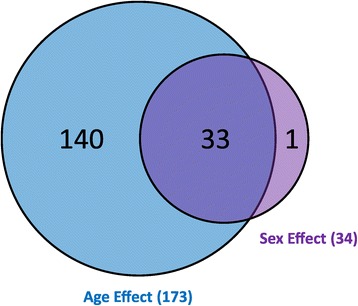
**Differential expression of miRNAs was calculated for age effects (ANOVA FDR <5%,** ***post hoc*** **test for multiple comparisons (** ***p*** **< 0.05), and fold change ≥1.5 between any two age groups; males and females analyzed independently) and sex effects (pairwise** ***t*** **-test, FDR <5% and ≥1.5 fold change between average female and male animals at each age).**

These 174 DEMs were then used in PCA to identify relationships between the kidney miRNA profiles of animals within a group and between groups (Figure 2). 

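Principal components were computed from the centred log2 values of the 174 miRNAs of Additional file 2 on the 74 arrays, and PC1 held 41.0% of the variance. In females, the mean PC1 score rose from -9.59 at 2 weeks through -1.11 and 0.366 at 6 and 8 weeks to 3.05 at 15 weeks and 3.92 at 21 weeks, and was 4.02 and 3.67 at 78 and 104 weeks. In males, it rose from -12.97 through -1.23 and 0.311 to 2.24 and 4.07 at the same ages, and was 3.60 and 3.19 at the oldest ages. Differences between ages accounted for 96.9% of the variance of the scores. The step between 8 and 15 weeks falls together with a change of slides. The 15-week female on a slide of the younger ages scored 3.53, beside 2.65 to 3.07 in the other 15-week females and 0.0667 to 1.05 in the 8-week females.

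**Figure D1:**
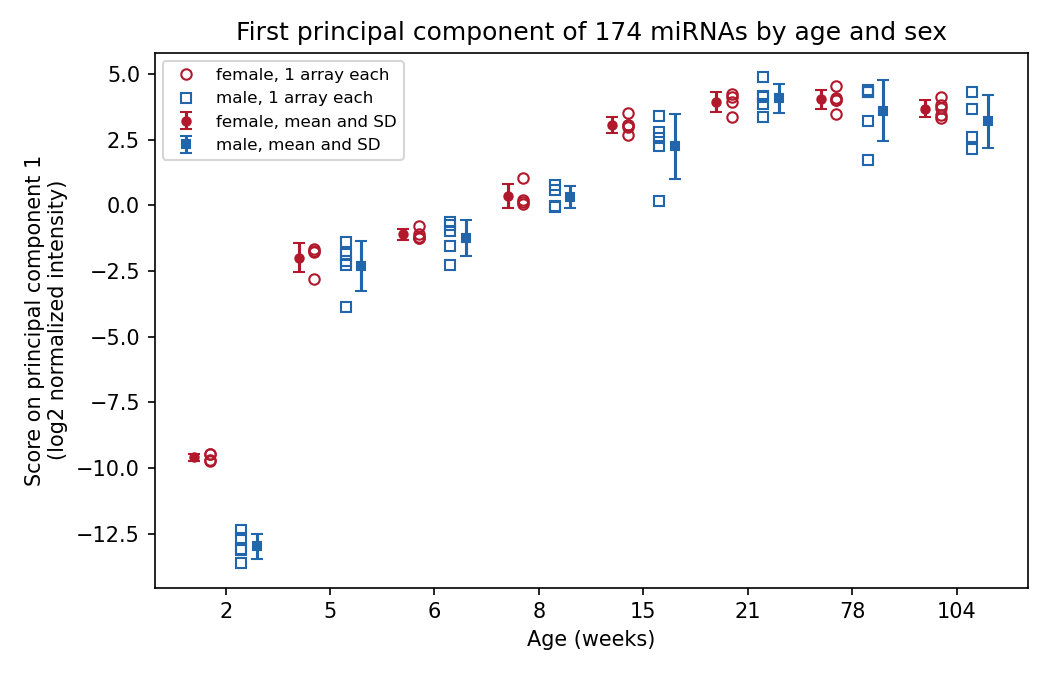
PC1 score of each array (vertical axis, no unit) by age in weeks (horizontal axis), females as red circles and males as blue squares, with the mean and SD of each group. The 2-week arrays lie below -9.47, and every group of 15 weeks or older has a mean of at least 2.24.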

PC1 appears to capture the variability in the expression data (35.1%) due to age, as age groups (distinguished by color) are distributed from young age to old age (left to right) along the PC1 axis. 

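At 2 weeks, PC1 scores were between -9.74 and -9.47 in the 4 females and between -13.62 and -12.36 in the 5 males, so the groups lay apart by more than their own ranges. At each of the other 7 ages, the ranges of the sexes overlapped. At 15 weeks, for example, scores were 3.05 ± 0.311 (SD, n = 5) in females and 2.24 ± 1.23 (SD, n = 5) in males.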

Variability in the expression data due to sex within age groups are not clearly observed except in 2-week animals, where females exhibit a slightly “older” profile than males. 

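On PC2, 34.6% of the variance of the scores lay between ages and 50.7% between the 16 groups of age and sex, so that about as much again lay between animals of a group. Slides accounted for 25.1% of the PC2 variance within groups, a share for which no chance level was computed.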

PC2 appears to represent interindividual variability of data from animals within the same age group. PC3 shows age differences that exist between the very young and very old compared to 5-, 6-, and 8-week-old animals. 

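The mean PC3 score was 2.36 ± 0.778 (SD, n = 4) in 2-week females and 0.776 ± 1.65 (SD, n = 5) in 2-week males. At 5, 6 and 8 weeks all group means were negative, from -2.56 in 6-week males to -0.214 in 8-week males. Negative means also occurred at 15 weeks in both sexes (-0.272 in females and -0.871 in males) and in females at 21 weeks (-0.775) and 78 weeks (-0.195). At the oldest ages, the sexes differed: 104-week males scored 4.31 ± 1.01 (SD, n = 4) and 104-week females 0.214 ± 0.618 (SD, n = 5), with ranges that did not overlap.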

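PC2 and PC3 held 12.1% and 7.22% of the variance. The share of PC1 moved most when the 2-week arrays were left out, to 21.9%. With all 311 expressed miRNAs it was 29.4%, with unit variance for each miRNA 36.3%, and with the lowest detected signal set as the floor before scaling, as in the methods, 35.1%. With each array left out in turn, it stayed between 38.8% and 41.8%.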

PC2 and PC3 accounted for 12.1% and 8.3% of the variability within the expression data, respectively. 

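The SD of PC1 scores within a group of the same age and sex ranged from 0.141 in 2-week females to 1.23 in 15-week males, while the group means spanned -12.97 to 4.07. From 21 weeks on, the group means lay between 3.19 and 4.07. In males, scores were 4.07 ± 0.554 (SD, n = 5) at 21 weeks, 3.60 ± 1.15 (SD, n = 5) at 78 weeks and 3.19 ± 0.995 (SD, n = 4) at 104 weeks, so that the means of 21 and 104 weeks differed by more than the SD of the first group and by less than that of the last.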

Within PC1, variability between animals of the same group appears to be less than variability between different age groups. That is, animals within age groups cluster more closely with each other than with other age groups. Among all groups, age showed a larger effect than sex, based upon larger variability represented by PC1, and no evident mapping of sex effect to the other principal components. 

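Sex accounted for 1.11% of the variance of the scores on PC1, 9.64% on PC2 and 3.77% on PC3, and age for 44.5% on PC3. These shares are over all ages. At 21 weeks the sexes lay apart on PC2, with -1.85 to -0.271 in females and 1.35 to 3.98 in males. They also lay apart on PC2 at 104 weeks (1.08 to 1.98 and 2.67 to 3.53). On PC3 they did so at 78 weeks (-0.699 to 0.185 and 1.53 to 6.09) and at 104 weeks. On PC2 and on PC3, the ranges of the sexes overlapped at all other ages. From the share of PC1 and the absence of a component that follows sex, the paper concludes that age had the larger effect.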

Within PC1, the eight age groups clustered into three subgroups: 2-week animals, 5- to 8-week animals, and 15- to 104-week animals. However, animals from 15, 21, and 78 weeks of age did show slightly greater interindividual variability (primarily along the PC2 axis) than the other age groups while still maintaining general continuity between neighboring age groups along PC1. 

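The SD of PC2 scores was 3.51 in females and 1.67 in males at 15 weeks, 0.763 and 1.06 at 21 weeks, and 2.31 and 1.37 at 78 weeks. Large values also occurred at younger ages, with 3.77 and 2.50 in 6-week females and males and 3.38 in 2-week females. The smallest was 0.431, in 104-week females.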

The 2-week-old animals showed the most separation from other age groups. However, all other age subgroups displayed a contiguous pattern, with neighboring age groups extending consecutively along the PC1 axis. 

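The highest PC1 score of a 2-week animal, -9.47 in a female, and the lowest of any older animal, -3.87 in a 5-week male, lay farther apart than any pair of neighbouring ages among the older animals.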

Animals from the 5- to 8-week-old subgroup also showed separation from the 2-week and 15- to 104-week animals along the PC3 axis.

**Figure 2:**
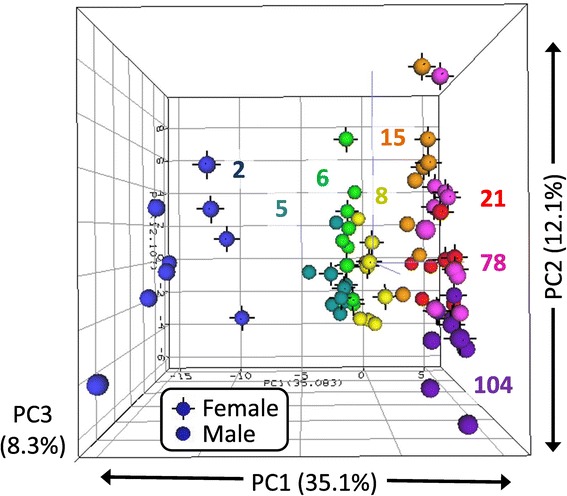
**One hundred seventy-four miRNAs meeting threshold criteria (ANOVA FDR <5%,** ***post hoc*** **test for multiple comparisons (** ***p*** **< 0.05), and fold change ≥1.5) for differential expression by age or sex were included in principal component analysis.** Each sphere represents the expression profile of one animal plotted in three-dimensional space according to the top three principal components. Spheres of the same color are animals of the same age group (weeks of age). Spheres with black vertices indicated females while those without represent males (*n* = 4 or 5).

To visualize the expression patterns of individual DEMs, k-means clustering was utilized to group miRNAs into common patterns (Figure 3). The number of k-means clusters was set at 10 as a modest estimation of the diversity present within the data. DEMs tended to cluster according to normalized intensity level; highly expressed miRNAs clustered with other highly expressed miRNAs and lowly expressed miRNAs with other low expressers. This clustering behavior likely occurred due to the relative stability of expression of all miRNAs throughout the life span. 

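For the 166 miRNAs detected on all arrays, the SD of the mean log2 level between miRNAs was 2.66, and 98.1% of the variance of their group means lay between miRNAs. The largest range of the group means of 1 miRNA had a median of 0.99 over these miRNAs, and 85 of them stayed within a 2-fold range. Across miRNAs, which are not independent replicates, the group means of 5 weeks and later correlated with each other at 0.975 or above, and those of 2 weeks with the later ones at 0.916 or above. The variance share and the correlations compare different probes without a correction for probe affinity. With levels this far apart between probes, both can be high even where single miRNAs change, so they say little about stability.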

MiRNAs that are expressed at a certain level at an early age tend to maintain that expression level throughout the life span, in both sexes. 

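The mean normalized intensity over the 74 arrays was 58.0 for let-7a, 57.1 for let-7c, 53.1 for let-7f and 47.6 for let-7b, the 4 highest means of all expressed miRNAs. In single groups, let-7a and let-7c ranked between 1 and 3, let-7f between 2 and 4 and let-7b between 3 and 6. Intensities of different probes were ranked here without a correction for probe affinity, so these ranks are not ranks of the amount of RNA.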

Members of the let-7 family of miRNAs (7a, 7c, 7f, and 7b) exhibit the highest expression levels throughout the life span. Slight differences in expression are evident at 2 weeks for some miRNAs, especially those in clusters 4, 6, and 7.

**Figure 3:**
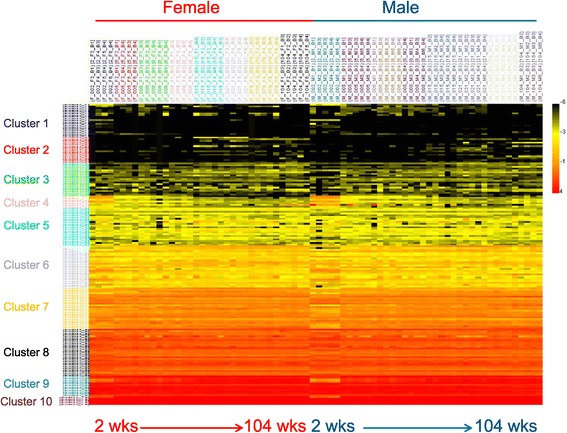
**Differentially expressed miRNAs (174 miRNAs) were clustered in 10 k-means clusters.** Ten clusters were chosen as an estimate of the number of large-scale expression patterns within the life span. As most miRNA expression changes are very subtle, miRNAs generally clustered according to normalized expression level.

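The median absolute log2 difference between the sexes over the 166 miRNAs detected on all arrays was 0.166 at 2 weeks, 0.0758 at 5 weeks and 0.0825 at 6 weeks. It was between 0.130 and 0.136 from 8 to 21 weeks and reached 0.230 at 78 weeks and 0.252 at 104 weeks. The signed median, male minus female, was -0.159 at 78 weeks and -0.156 at 104 weeks, against 0.018 and -0.035 with quantile normalization. Part of the rise at these ages may thus come from the scaling. Absolute differences were not computed under other scalings. The median SD within a group over the same miRNAs ranged from 0.122 at 8 weeks to 0.209 at 6 weeks.

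**Figure D2:**
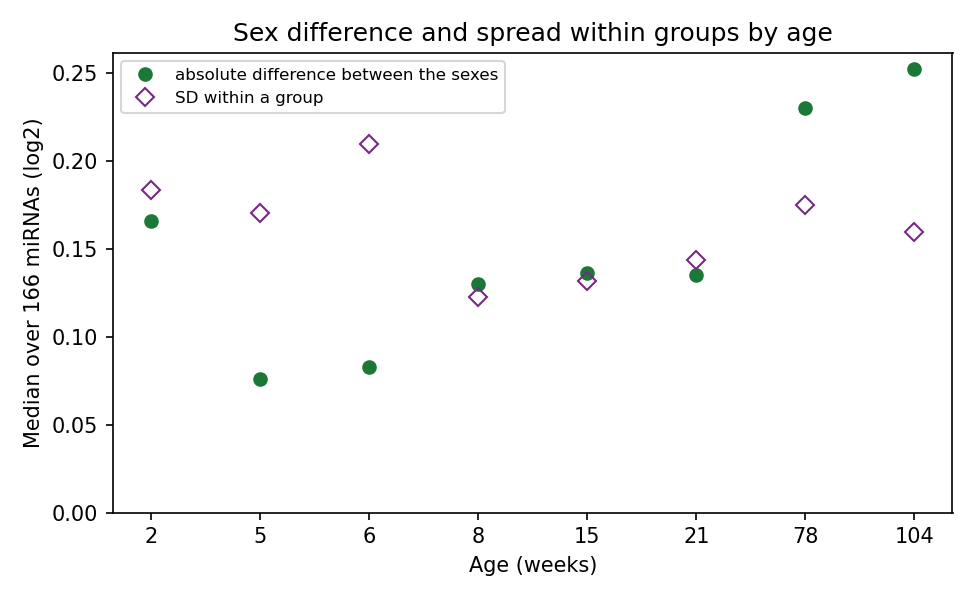
Median absolute difference between the sexes and median SD within a group (vertical axis, log2) over 166 miRNAs by age in weeks (horizontal axis). The difference between the sexes exceeds the SD at 8, 15, 78 and 104 weeks. The SD is that of single animals and not the error of the difference.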

The distribution of sex differences is not uniform across the life span (Figure 4). 

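At 2 weeks, 12 miRNAs were called between the sexes, 10 of them higher in females. This balance depends on the processing, with 7 of 12 higher in females after quantile normalization and 0 of 3 after normexp. MiR-29b had a normalized intensity of 0.980 ± 0.133 (SD, n = 4) in females and 0.502 ± 0.111 (SD, n = 5) in males, a log2 difference of -0.98 (standard error 0.199, adjusted p = 0.000211 from limma), and all females were above all males. MiR-29a (-0.77), miR-29c (-1.02), miR-29c* (-0.65) and miR-3545-3p (-0.67) were called in the same direction, and miR-296* (0.72) in the other. Most of these single calls depend on it too: with the methods' t-test, miR-29a and miR-29c were not called, and after normexp none of the 6 was called and miR-296* changed direction (-0.29). Because of their rank among the calls, miR-101a (-0.72) and miR-122 (3.50) are also named. MiR-122 was at 23.6 in male replicate 1 and at 0.490 on average in the other 4 males, and was not called without that array. MiR-130b was higher in males by 0.63 (adjusted p = 0.168), with all 5 males above all 4 females, and was called with the methods' t-test. MiR-33, detected on 4 of 4 female arrays and 1 of 5 male arrays, differed by -0.22 (adjusted p = 0.656) and was called, at -1.04, only with the floor set before scaling.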

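At 5 weeks limma called 0 miRNAs, with 3 at an unadjusted p under 0.05 and a fold of at least 1.5, and the methods' t-test also called 0. At 6 weeks 1 miRNA was called, miR-183, which differed by -0.66 on the log2 scale, male minus female, and 5 passed at the unadjusted p. This call was lost with the methods' t-test, with separate fits for each age, with the 75th percentile over all miRNAs and without female replicate 1 (-0.57). At 8 weeks 4 were called: miR-183, miR-1224 and miR-188 were higher in females and miR-193 was higher in males. The last 3 had adjusted p-values of 0.0207, 0.0231 and 0.0207 with limma and log2 differences of -1.43, -1.25 and 0.79, and with 4 arrays per sex all females and all males lay apart. Each of them was lost in 6 of 8 cases when 1 array was left out, and the number called at 8 weeks then varied between 1 and 9. With slide as a fixed block, 8 were called at 8 weeks, 5 of them higher in females.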

Eight miRNAs were expressed differently between males and females at two weeks of age, while none were found at 5, 6, and 8 weeks of age. 

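The number of miRNAs called between the sexes was 11 at 15 weeks (9 higher in females), 15 at 21 weeks (8), 21 at 78 weeks (10) and 19 at 104 weeks (9). The methods' t-test on the same values called 4 at 78 weeks. With slide as a fixed block, the counts at these ages were 21 (19 higher in females), 15 (8), 29 (18) and 24 (13). With the 75th percentile over all miRNAs, 5 of 15 calls at 15 weeks and 5 of 19 at 78 weeks were higher in females, and without the fold threshold 48 of 63 at 78 weeks. Without 78-week male replicate 6, limma called 12 at 78 weeks, and without 104-week male replicate 3 it called 30 at 104 weeks. At 21 weeks, miR-22* (0.63), miR-455* (0.61) and miR-505 (0.71) were called with higher levels in males, and all 3 calls were lost with the 75th percentile taken over the miRNAs detected on all arrays. MiR-181b (0.53) and miR-185 (0.55) were higher in all 5 males than in all 4 females at 21 weeks, but their folds of 1.44 and 1.46 were under the threshold, which they passed with the 75th percentile over all miRNAs or without male replicate 2. At 15 weeks miR-34c was higher in females (-0.68) and at 78 weeks in males (0.73), the latter not without male replicate 6 (0.42), and both directions were reversed after normexp (0.03 and -0.08). At 104 weeks, miR-199a-5p (0.66) was higher in all 4 males and miR-129-2* (-0.68) was lower, the latter in overlapping groups and not called with the floor set before scaling. Named for their rank were miR-335 at 78 weeks (-1.17) and 104 weeks (-1.02), and miR-132 (1.40) and miR-146b (0.94) at 104 weeks. MiR-132 was not called with the methods' t-test and changed direction after normexp (-0.01).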

Sex differences occurred from 15 to 104 weeks of age, with the most (13 miRNAs) observed at 21 weeks of age. 

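Of the 54 miRNAs called between the sexes, 29 were higher in females only, 24 in males only, and miR-34c in females at 1 age and in males at another. The balance depends on the scaling: with the 75th percentile over all miRNAs, calls were higher in females for 17 miRNAs and in males for 37, and with quantile normalization for 23 and 33. Normexp gave 2 and 9, and the 75th percentile over the miRNAs detected on all arrays went the other way, with 37 and 27. The scalings shift the median of all miRNAs. The male minus female median moved by 0.27, 0.24 and 0.15 at 15, 78 and 104 weeks with the percentile over all miRNAs and by 0.17 and 0.11 at 78 and 104 weeks with quantile normalization. The percentile over the miRNAs detected on all arrays moved it by -0.16 at 2 and 21 weeks and by 0.11, 0.11 and 0.19 at 15, 78 and 104 weeks. Of the 34 miRNAs in Tables 2 and 3, 28 were called here at some age, and 36 of the 44 called combinations of miRNA and age were called.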

Of the 34 miRNAs showing sex different expression, 17 exhibited female-biased expression (female expression > male expression, Table 2), while 17 exhibited male-biased expression (male expression > female expression, Table 3). 

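MiR-421* was called at 15, 21, 78 and 104 weeks and miR-499 at 2, 15, 21 and 78 weeks, with higher levels in females each time. MiR-183 was also called at 3 ages in a row, at 6, 8 and 15 weeks, but its 6-week call was lost under several alternatives, as given above. At 78 weeks, miR-421* had a normalized intensity of 0.188 ± 0.0306 (SD, n = 5) in females and 0.0731 ± 0.00964 (SD, n = 5) in males, a log2 difference of -1.36 (standard error 0.168, adjusted p = 1.16e-08 from limma), with all females above all males. The differences of miR-421* at 15, 21 and 104 weeks were -1.12, -0.71 and -1.01. Those of miR-499 at 2, 15, 21 and 78 weeks were -0.65, -1.16, -1.28 and -0.93. MiR-421* at 21 weeks and miR-499 at 2 weeks, where the sexes overlapped, were not called with the methods' t-test. After normexp, miR-421* was called at none of its ages, with differences of -0.37 to -0.07, and miR-499 at 15 and 21 weeks only. The interaction of age and sex was past the threshold for both miRNAs (adjusted p = 3.98e-05 from limma for miR-499, the larger of the pair).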

The miRNAs showing the most consistent sex difference in expression (sex differences in at least three contiguous age groups) were miR-421* and miR-499. MiR-208* showed the highest fold change difference between sexes with female expression approximately 16 and 21-fold higher than male expression at 15 and 21 weeks of age, respectively. 

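MiR-208* was detected on 11 of the 74 arrays in all. At 15 weeks its normalized intensity was 0.151 ± 0.0535 (SD, n = 5) in females, and it was detected on 0 of 5 male arrays, so it was at least 10.5-fold higher in females (adjusted p = 2.79e-21 from limma). At 21 weeks it was 0.186 ± 0.0392 (SD, n = 4) in females and detected on 0 of 5 male arrays, which is at least 16.1-fold (adjusted p = 1.37e-22). Each female was above each male at both ages (exact permutation test, p = 0.00794, the smallest that these group sizes allow). The males had no spread at the floor, so limma's far smaller p-values depend on the floor. After normexp, whose offset compresses dim signals, the log2 differences were -0.28 and -0.40 and neither was called. In the 15-week female on a slide of the younger ages, the log2 value was -4.10, below the -2.70 of the next female.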

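MiR-139-3p had a normalized intensity of 2.55 ± 0.599 (SD, n = 4) in 21-week females and 0.511 ± 0.151 (SD, n = 5) in 21-week males, a 5.07-fold difference (adjusted p = 0.00578 from limma). At 104 weeks the difference was 4.27-fold (adjusted p = 0.00777), and at both ages all females were above all males. MiR-501 at 78 weeks was 0.0639 ± 0.0454 (SD, n = 5) in females and was detected on 0 of 5 male arrays, so it was at least 4.36-fold higher in females (adjusted p = 0.00266). It was also called at 2 and 15 weeks, where it was detected on 3 of 4 and 4 of 5 female arrays, but these calls were lost in 8 of 9 and 7 of 10 cases when 1 array was left out. After normexp, miR-501 was called at none of the 3 ages and its direction at 15 weeks was reversed (0.02).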

Other female-biased miRNAs showing large differences in expression included miR-139-3p (5-fold), miR-501 (6-fold), and miR-421* (2.6-fold). 

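In 104-week males, miR-142-5p had a normalized intensity of 0.105 ± 0.0229 (SD, n = 4) with detection on 4 of 4 arrays, against detection on 1 of 5 female arrays (adjusted p = 5.06e-09 from limma). The 5.41-fold difference depends on the floor given to the undetected females, and its log2 value of 2.43 ranged from 0.03 to 3.37 over the alternatives. MiR-130b at 104 weeks was 0.0517 ± 0.0281 (SD, n = 4) in males and detected on 0 of 5 female arrays, so it was at least 3.46-fold higher in males (adjusted p = 9.28e-05). MiR-206 at 21 weeks was 0.0365 ± 0.00412 (SD, n = 5) in males and detected on 0 of 4 female arrays, which is at least 3.23-fold (adjusted p = 2.24e-11). For all 3, each male was above each female (exact permutation test, p = 0.00794 for each). Undetected arrays have no spread at the common floor, so limma's p-values for these miRNAs depend on the floor. After normexp none of the 3 was called, with differences of 0.03 for miR-142-5p on the log2 scale, -0.07 for miR-130b, a reversal, and 0.16 for miR-206.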

Several miRNAs also exhibited substantial male-biased expression, including miR-142-5p (7.8-fold), miR-130b (5.9-fold), and miR-206 (4.6-fold).

**Figure 4:**
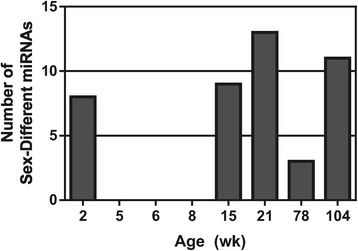
**The number of miRNAs exhibiting a sex difference in expression (pairwise** ***t*** **-test, FDR <5%, and fold change ≥1.5) was calculated for each age.** Groups of 5-, 6-, and 8-week-old rats exhibited no sex differences in miRNA expression, while 21-week-old rats showed the highest number.

**Table 2:** **The 17 female-biased miRNAs**

**Name**	**Fold change (female/male)** ^**a**^								**Maximum sex difference (fold change)**	**Number of ages showing sex difference** ^**b**^	**Sex bias**
	**2 weeks**	**5 weeks**	**6 weeks**	**8 weeks**	**15 weeks**	**21 weeks**	**78 weeks**	**104 weeks**			
miR-421*	1.0	1.0	1.2	1.4	*2.1*	*1.6*	*2.6*	*2.0*	2.6	4	F > M
miR-499	1.6	1.0	1.2	1.4	*2.2*	*2.4*	*1.9*	1.5	2.4	3	F > M
miR-208*	1.1	1.3	1.0	2.0	*16.3*	*21.8*	2.0	1.2	21.8	2	F > M
miR-139-3p	0.7	1.9	0.8	3.5	1.0	*5.0*	1.6	*4.2*	5.0	2	F > M
miR-501	6.0	0.6	1.5	0.6	4.4	0.4	*7.3*	0.8	7.3	1	F > M
miR-29c	*2.0*	1.0	0.9	0.9	1.0	0.9	1.1	1.2	2.0	1	F > M
miR-33	*2.0*	1.0	1.0	0.7	0.7	0.7	1.1	1.1	2.0	1	F > M
miR-29b	*2.0*	1.1	1.0	0.9	1.0	0.9	1.1	1.3	2.0	1	F > M
miR-183	0.9	0.9	1.6	1.7	*1.9*	1.4	1.1	0.8	1.9	1	F > M
miR-375	1.6	1.0	1.0	1.4	*1.8*	1.5	1.4	1.1	1.8	1	F > M
miR-29a	*1.7*	1.1	0.9	1.0	1.1	0.9	1.2	1.1	1.7	1	F > M
miR-3545-3p	*1.6*	1.1	0.9	0.8	0.9	1.0	1.2	1.6	1.6	1	F > M
miR-34c	1.2	0.9	1.5	1.7	*1.6*	1.5	0.5	0.6	1.6	1	F > M
miR-129-2*	1.4	1.1	0.8	1.8	1.6	1.2	1.7	*1.6*	1.6	1	F > M
miR-192	1.4	0.9	0.9	0.9	1.0	0.9	1.4	*1.6*	1.6	1	F > M
miR-29c*	*1.6*	1.0	0.9	1.0	1.1	0.9	1.2	1.3	1.6	1	F > M
miR-210	1.1	1.1	1.0	1.1	*1.5*	1.4	1.5	1.5	1.5	1	F > M

^a^Italicized values indicate differential expression by sex.

^b^Sex difference according to pairwise *t*-test, FDR 5%, and fold change ≥1.5.

**Table 3:** **The 17 male-biased miRNAs**

**Name**	**Fold change (male/female)** ^**a**^								**Maximum sex difference (fold change)**	**Number of ages showing sex difference** ^**b**^	**Sex bias**
	**2 weeks**	**5 weeks**	**6 weeks**	**8 weeks**	**15 weeks**	**21 weeks**	**78 weeks**	**104 weeks**			
miR-130b	*1.5*	1.0	1.2	1.6	3.1	2.0	2.3	*5.9*	5.9	2	M > F
miR-204	1.1	1.0	1.3	1.3	*1.6*	*2.0*	1.1	1.2	2.0	2	M > F
miR-142-5p	0.9	0.7	1.0	0.9	1.2	4.0	3.3	*7.8*	7.8	1	M > F
miR-206	0.9	0.7	0.9	1.3	2.1	*4.6*	1.1	0.7	4.6	1	M > F
miR-142-3p	0.6	1.0	1.0	1.4	*1.5*	1.4	2.4	*2.1*	2.1	1	M > F
miR-135a	0.7	0.8	1.0	0.9	1.6	*2.1*	0.7	0.8	2.1	1	M > F
miR-223	0.9	1.1	1.0	1.0	1.1	1.3	1.6	*1.9*	1.9	1	M > F
miR-296*	*1.7*	0.7	1.0	0.9	0.9	0.5	0.7	0.7	1.7	1	M > F
miR-505	1.2	1.1	1.3	1.0	1.2	*1.6*	1.1	1.1	1.6	1	M > F
miR-150	0.9	0.9	1.0	0.9	1.0	1.0	1.2	*1.6*	1.6	1	M > F
miR-199a-5p	1.1	1.0	1.0	1.0	0.9	1.0	1.4	*1.6*	1.6	1	M > F
miR-22*	1.0	1.1	1.1	1.3	1.3	*1.6*	1.0	1.1	1.6	1	M > F
miR-455*	1.1	1.1	1.1	1.2	1.6	*1.5*	1.0	1.0	1.5	1	M > F
miR-125a-5p	1.2	1.0	1.0	1.1	1.2	*1.5*	0.9	1.0	1.5	1	M > F
miR-214	1.2	1.0	1.0	0.9	1.0	1.1	1.2	*1.5*	1.5	1	M > F
miR-185	0.9	1.0	1.1	1.2	1.2	*1.5*	0.9	0.9	1.5	1	M > F
miR-181b	1.2	0.9	1.2	1.1	1.2	*1.5*	1.1	1.0	1.5	1	M > F

^a^Italicized values indicate differential expression by sex.

^b^Sex difference according to pairwise *t*-test, FDR 5%, and fold change ≥1.5.

Examples of the expression profiles of miRNAs that change with age and/or sex are shown in Figures 5 and 6. Female-biased miRNA expression is illustrated by miR-421*, miR-499, and miR-208* (Figure 5A-C), all of which showed female-biased expression at 15 and 21 weeks. MiR-499 also exhibited female bias at 78 weeks of age and miR-421* at 78 and 104 weeks of age. Male-biased miRNA expression was observed for miR-206 and miR-135a (Figure 5D-E), both of which showed higher expression in males at 21 weeks of age. 

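MiR-135a was detected on 4 of 5 male arrays and on 0 of 4 female arrays at 21 weeks. On the log2 scale the difference above the common floor was 0.13 (standard error 0.0304, adjusted p = 0.00104 from limma), under the fold threshold, so it was not called. The exact permutation test gave p = 0.167. All females were at the floor and had no spread, so limma's standard error and p-value depend on the floor. With the floor set before scaling the difference was 1.03 and with the floor at the median array 0.81, both of which were called.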

Male-biased expression at older ages was observed for miR-142-5p (Figure 5F) with significant difference at 104 weeks of age. 

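At 78 weeks, miR-142-5p was detected on 3 of 5 male arrays and 0 of 5 female arrays, a log2 difference of 0.95 with undetected values at the common floor (adjusted p = 0.0107 from limma), and the groups overlapped. The exact permutation test gave p = 0.167. Without male replicate 6 the difference was 0.53 and it was not called, nor was it with the methods' t-test, and after normexp it was reversed (-0.14).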

Age-specific changes in miRNA expression were found for miR-296*, miR-196a (Figure 5H-I), miR-181a, miR-214, miR-363, and miR-18a (Figure 6D-G) which showed high expression at 2 weeks of age in both sexes, followed by low and decreasing expression at all subsequent ages. 

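From 2 to 104 weeks, the log2 level changed by -1.35 in females and -1.78 in males for miR-196a, by -1.39 and -1.47 for miR-181a, by -1.21 and -0.94 for miR-214, by -3.28 in either sex for miR-363, and by -1.46 and -1.26 for miR-18a. MiR-296* was detected on 4 of 4 female and 5 of 5 male arrays at 2 weeks, and at 104 weeks it was at least 7.46-fold lower in males and at the floor in females. All 6 were called with age in both sexes and were highest at 2 weeks, with all 2-week animals above all 104-week animals of their sex. The weakest age effect among them was that of miR-18a in females (adjusted p = 0.00018 from limma's moderated F test). Normexp left the direction in place but brought miR-18a and miR-296* under the threshold in both sexes. The lowest group means of miR-214 and miR-18a were at 15 or 21 weeks and not at the oldest age.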

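In males, the normalized intensity of miR-192 rose from 6.47 ± 0.358 (SD, n = 5) at 2 weeks to 18.9 ± 1.41 (SD, n = 5) at 21 weeks, its highest mean, and was 10.9 ± 1.03 (SD, n = 4) at 104 weeks. The log2 change from 21 to 104 weeks was -0.80 in males and -0.04 in females, whose highest mean was at 78 weeks. For miR-194, it was -0.78 in males, with the peak at 21 weeks, and 0.01 in females, with the highest mean at 104 weeks. The interaction of age and sex was past the threshold for both (adjusted p = 3.52e-09 for miR-192 and 6.72e-07 for miR-194 from limma). The fall in males stayed negative under every alternative but was not called with quantile normalization (-0.46 for miR-192) or with the 75th percentile over the miRNAs detected on all arrays (-0.46 for miR-194). In females, the small change of miR-194 was reversed under several scalings, down to -0.10 with quantile normalization.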

The miRNAs that showed highest expression during middle or young adult ages (15 and 21 weeks) were miR-192 and miR-194 (Figure 6B,H), both of which show steady increase in expression at early ages, that peak at 15 and 21 weeks of age, before decreasing at older ages. 

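From 2 to 104 weeks, miR-29a rose from 3.07 ± 0.760 (SD, n = 4) to 48.7 ± 3.83 (SD, n = 5) in females and from 1.81 ± 0.539 (SD, n = 5) to 45.1 ± 4.07 (SD, n = 4) in males, log2 changes of 4.02 and 4.68 (adjusted p = 3.37e-20 and 1.45e-22 from limma). MiR-29b rose by 4.22 and 4.79 on the log2 scale and miR-29c by 2.95 and 3.71, and these directions held under every scaling. MiR-21 rose by 1.00 in females and 1.86 in males and miR-146a by 0.77 and 1.23. For all 5 miRNAs, each 104-week animal was above each 2-week animal of its sex. Only miR-21 in females lost its call under an alternative, with quantile normalization (0.57).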

MiRNAs exhibiting old-age expression included miR-21, miR-146a (Figure 6A,C), and members of the miR-29 family (miRa/b/c), which exhibit low expression at young age with increasing expression at older ages (78 and 104 weeks) (Figure 5J-L).

**Figure 5:**
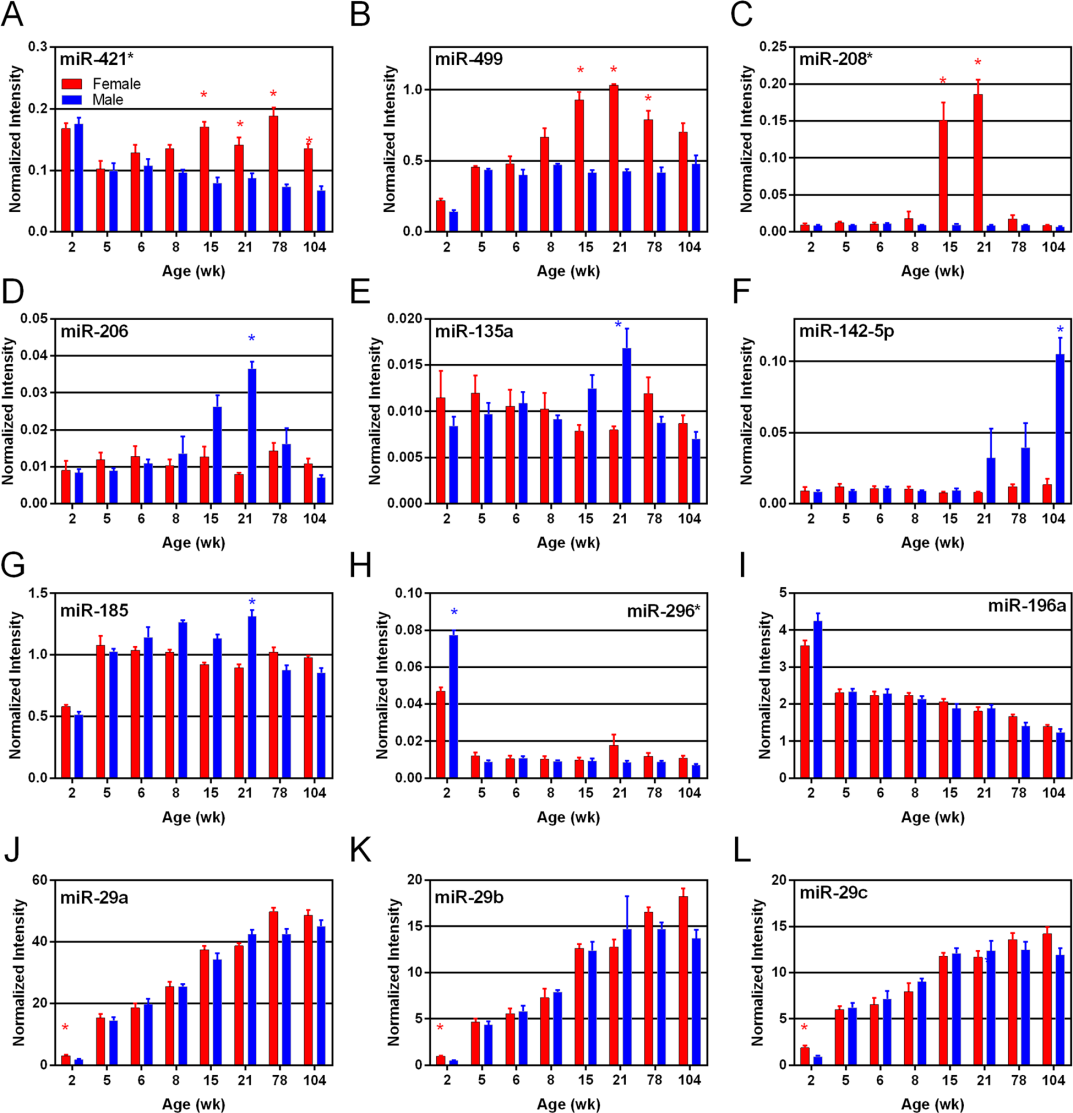
**Plots of individual miRNAs (microarray data) exhibiting sex and age differences in expression are shown (** ***n*** **= 4 or 5). A**, **B**, and **C** show miRNAs exhibiting female-biased miRNA expression; **D**, **E**, **F**, and **G** show male-biased miRNAs; **H** and **I** show young age expressed miRNAs; and **J**, **K**, and **L** show old age expressed miRNAs. Bars represent normalized intensity values per age group; blue and red colors represent male and female data, respectively. Asterisks indicate ages where sex difference in expression is statistically significant (*t*-test, FDR <5%).

**Figure 6:**
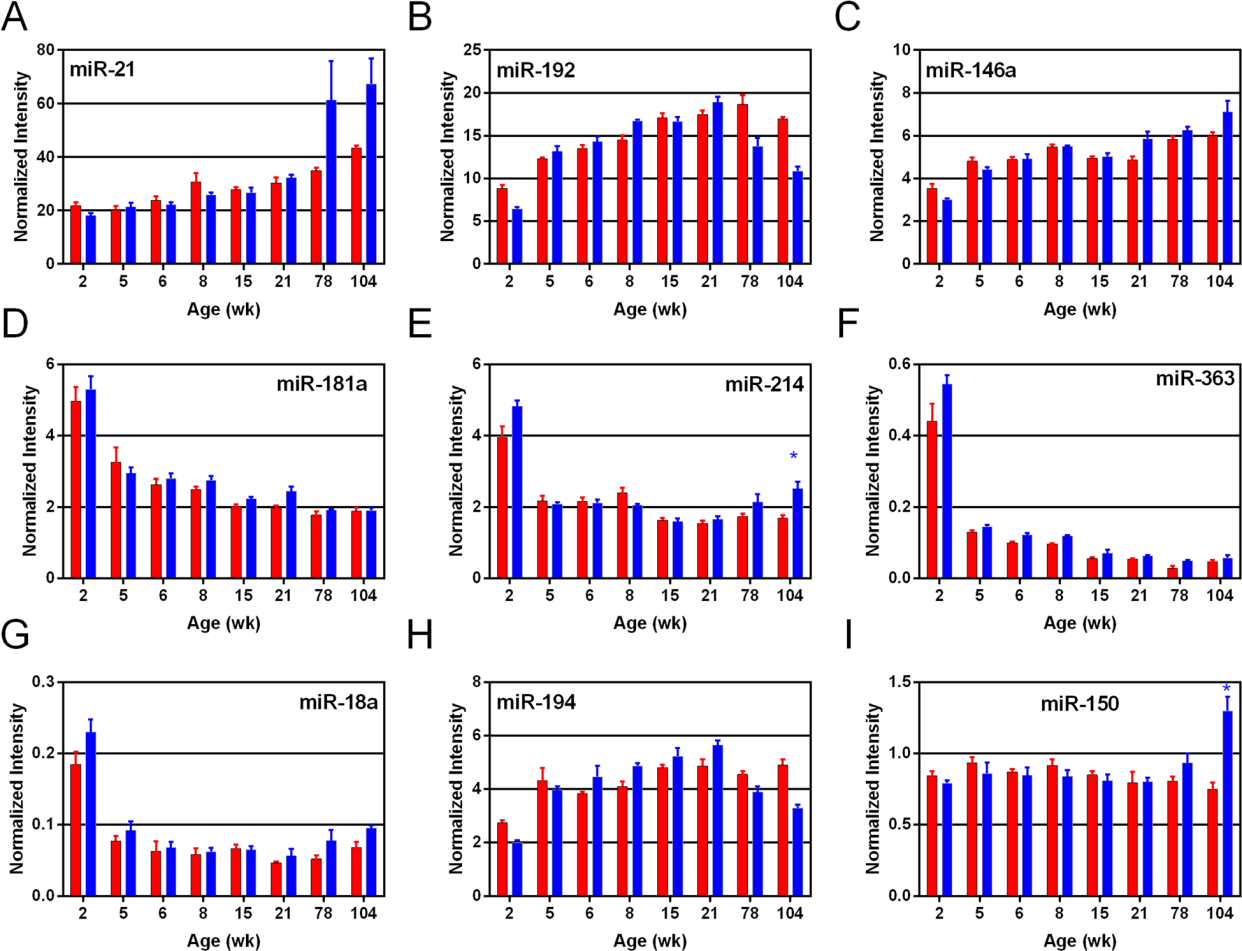
**Plots of individual miRNAs (microarray data) exhibiting sex and age differences in expression are shown (** ***n*** **= 4 or 5). A**, **B**, **C**, **H**, and **I** show middle to late age expressed miRNAs; **D**, **E**, **F**, and **G** show young age expressed miRNAs. **E** and **I** also show miRNAs exhibiting significant sex differences. Bars represent normalized intensity values per age group; blue and red colors represent male and female data, respectively. Asterisks indicate ages where sex difference in expression is statistically significant (*t*-test, FDR <5%).

Six miRNAs were selected for verification by Taqman quantitative PCR, and the expression profiles are shown in Figure 7 along with the profiles from microarray analysis. 

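On the microarrays, miR-34a rose from 2 to 104 weeks by 2.51 on the log2 scale in females and 2.70 in males, and miR-142-3p by 1.94 and 3.64. MiR-130b was at least 37.4-fold lower at 104 weeks than at 2 weeks in females, where 0 of 5 arrays detected it at the older age, and lower by a log2 change of -4.06 in males. At 15 weeks, miR-183 was higher in females (-0.91, adjusted p = 3.84e-07 from limma) and miR-204 in males (0.66, adjusted p = 4.48e-06), and at 21 weeks the difference of miR-204 was 1.02. MiR-142-3p was higher in males at 15 weeks by 0.61 (adjusted p = 0.0609), which was not called, and at 78 weeks by 1.22 and at 104 weeks by 1.07, which were. With the methods' t-test, with separate fits for each age, with slide as a random block and with 3 of the other scalings, the 15-week difference was called. In all these comparisons the sexes or ages lay apart without overlap, but after normexp neither miR-183 nor miR-204 was called at 15 weeks.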

Statistically significant sex differences were confirmed for miR-183, miR-204, and miR-142-3p (Figure 7B-D). Significant age differences in the expression of miR-34a, miR-223, and miR-130b (Figure 7A,E,F) were confirmed by qPCR. Pearson correlation coefficients were calculated for each miRNA, comparing qPCR and microarray data. Correlations ranged from *r* = 0.77 to *r* = 0.95 with an average correlation of 0.87, suggesting good agreement between the two methods in measuring miRNA expression.

**Figure 7:**
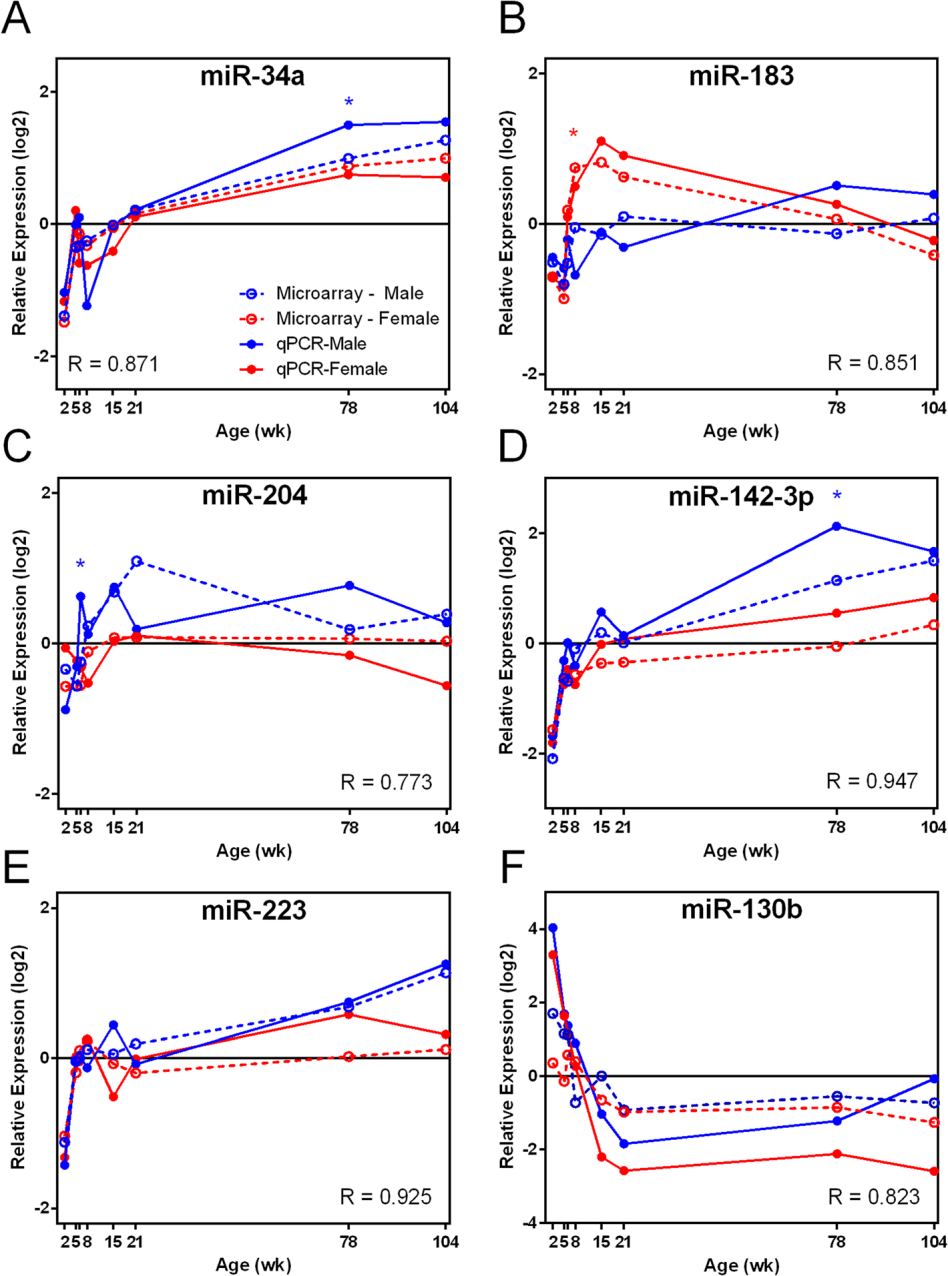
**Select miRNAs exhibiting sex and age differences were verified by Taqman qPCR. A**, **E**, and **F** show age related changes in miRNA expression; **B**, **C**, and **D** show sex related changes in expression. MiRNA expression relative to the mean expression level (relative expression log2) is shown on Y axis. Microarray and qPCR data are represented by dotted and solid lines, respectively. Male and female are indicated by blue and red colors, respectively. The Pearson correlation coefficient (*R*) was calculated between microarray and qPCR data for each miRNA. Asterisks indicate ages where statistical difference in expression between sexes exists according to pairwise *t*-test (*p* < 0.05) for each age in qPCR data.

### Functional analysis of differentially expressed miRNAs

MiRNAs displaying the most prominent age and sex effects were further examined for functional analysis to determine potential biological roles these miRNAs might be playing in the kidney. Prominent age-affected miRNAs were selected using PCA loading values. Examination of Figure 2 suggests that PC1 represents age-associated differences in miRNA expression among the sample groups. Those miRNAs with the highest PC1 loading values (absolute values ≥0.07) have the largest influence on the age-related profile and were thus selected for functional analysis. The PC1 loading values for all 174 differentially expressed miRNAs are shown in Additional file 2. Thirty-nine miRNAs had loading values > |0.07|. 

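In the re-computed components, 40 of the 174 miRNAs had a PC1 loading at or beyond 0.07 in size, 19 of them negative and 21 positive, and 33 are among those that the paper lists. Across miRNAs, which are not independent replicates, the loadings correlated at 0.980 with those of Additional file 2, and all 39 listed miRNAs had the same sign.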

The miRNAs with the most negative loading values in PC1 were those that were generally most highly expressed in 2-week-old rats with decreasing or no expression at subsequent ages. 

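The most negative loadings belonged to miR-130b (-0.341), miR-363 (-0.222) and miR-122 (-0.196). The level of miR-122 at 2 weeks depends on 1 male array, which had more than any other array of that age.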

Seventeen DEMs exhibited this pattern and thus were analyzed as young age-expressed miRNAs. Conversely, positive loading values in PC1 generally represented miRNAs showing increasing expression with age, with highest expression at 78 and 104 weeks of age. 

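The highest loadings were those of miR-29b (0.294), miR-29a (0.279) and miR-29c (0.219), followed by miR-375 (0.155).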

Twenty-two DEMs represented old age-expressed miRNAs. Thus, the young age effect (2-week-old expression, 17 miRNAs) and old age effect (78- and 104-week-old expression, 22 miRNAs) miRNAs were analyzed using Ingenuity Core Analysis (Additional file 3, Table 4). MiRNAs associated with young age expression showed the highest enrichment for pathways involved in renal inflammation/nephritis (miR-130b, miR-363, miR-296*) and cancer (miR-214, miR-130b, miR-18a, miR-181a, miR-363, miR-196a). In total, 15 IPA subcategories including the term “cancer” showed significant enrichment (at least three molecules with *p* value <1 × 10^−4^) among young age-expressed miRNAs. Old age-associated miRNAs showed enrichment in pathways related to endocrine system disorders (miR-129-1, miR-375, miR-223, miR-664, miR-29b, miR-34a), cancer (miR-223, miR-29b, miR-375, miR-96), and cellular movement/invasion of cells (miR-29b, miR-29c, miR-7a, miR-96, miR-34a, miR-375).

**Table 4:** **Pathway analysis results**

**Analysis**	**Gene list** ^**a**^	**Pathway analysis results** ^**b**^	**Number of miRNAs**	***p*** **value/score**
Age effects	Young age expression (17 miRNAs)	*Top tox func*: renal inflammation/renal nephritis	3	3.68E-05
		*Disease and bio func*: organismal inj./abnorm. (nonobstruct azoospermia)	5	2.55E-08
		cancer (cervical squamous cell carcinoma)	6	1.14E-07
		*Top network*: organismal inj./abnorm., repro. syst. dis., cancer	10	27
	Old age expression (22 miRNAs)	*Top tox func*: N/A	-	-
		*Disease and bio func*: endocrine syst. dis. (non-insul-dep. diab. mellitus)	6	1.13E-07
		cancer (pancreatic ductal adenocarcinoma)	4	1.16E-07
		cellular movement (invasion of cells)	6	6.20E-05
		*Top network*: cancer, endocrine syst. dis, gastrointestinal dis.	9	22
Sex effects	Female > male (17 miRNAs)	*Top tox func*: N/A	-	-
		*Disease and bio func*: cancer (uterine endometrioid carcinoma)	4	1.19E-09
		organismal inj. and abnorm (nonobstruct azoospermia)	5	9.28E-09
		endocrine syst disorder (non-insulin-dep diabetes mellitus)	6	1.11E-08
		*Top network*: organismal injury, repro syst dis, cell death and survival	10	27
	Male > female (17 miRNAs)	*Top tox func*: renal inflammation/renal nephritis (lupus nephritis)	6	1.93E-10
		*Disease and bio func*: cancer (cervical squamous cell carcinoma)	9	1.61E-18
		hematological dis (nasal natural killer cell lymph)	5	1.87E-10
		*Top network*: cancer, organismal inj & abnorm, repro system disorder	11	28

^a^Gene lists are available in Additional file 3.

^b^IPA was used to identify significantly enriched pathways.

In a similar manner, the predominant sex-affected DEMs were selected based upon differential expression between sexes at any age (FC > 1.5, *t*-test and FDR <5%). Sex-biased miRNAs were represented by 17 female-biased and 17 male-biased miRNAs from Tables 2 and 3. Female-biased miRNAs were characterized by enrichment for pathways associated with organismal injury and abnormalities/nonobstructive azoospermia (miR-29b, miR-29c, miR-33, miR-499), endocrine system disorders (miR-129, miR-183-3p, miR-29b, miR-375, miR-33), and cancer (miR-183-5p, miR-192, miR-210). Male-biased miRNA expression was associated with pathways related to cancer (miR-130b, miR-214, miR-181b, miR-199a, miR-150, miR-135a, miR-142-3p, miR-142-5p, miR-185), hematological disease (miR-22*, miR-142-3p, miR-142-5p, miR-150, miR-181b), and renal inflammation/nephritis (miR-130b, miR-223, miR-150, miR-142-5p, miR-296*, miR-185-3p) (Additional file 2).

## Discussion

### Age effects more prevalent than sex effects during rat life span

The global evaluation of miRNAs in the rat kidney revealed 311 miRNAs expressed at one or more ages in either sex during the rat life span. This is roughly half of the total 677 miRNAs present on the Agilent rat microarray, suggesting a substantial role for miRNA regulation of gene expression within the kidney. Because the samples were derived from whole, ground kidneys, it is not possible to assign expression of these miRNAs to specific substructures of the kidney, such as the medulla or cortex. Follow-up studies will be necessary to identify the different kidney cell types making contributions to the expression profiles. Of the 311 expressed miRNAs, 174 of them (56%) showed significant change in expression between ages or sexes (at least a 1.5 fold difference in expression and *p* value <0.05). These changes in miRNA expression manifested themselves generally in three age subgroups according to PCA, consisting of young, middle, and old age groups. The young subgroup (2 weeks old) showed the largest difference from all other subgroups and also showed slight difference between males and females, whereas all other subgroups showed little to no sex difference in miRNA expression. These findings suggest that in our study, age influences basal miRNA expression more than sex for most miRNAs expressed in the kidney. This is also supported by the fact that the number of DEMs exhibiting sex differences (34 DEMs) was lower than those showing age differences (173 DEMs). Despite the number of miRNAs showing differential expression, k-means cluster analysis revealed that the expression profiles generally grouped according to expression level (Figure 3). MiRNAs of a certain expression level typically maintained that level for the majority of the life span in both sexes, showing a relatively constant expression pattern compared to differentially expressed genes (mRNA) [33]. Evaluation of how sex-biased miRNAs are distributed across the age groups (Figure 4) showed a noticeable gap in sex-biased expression between 2 and 15 weeks of age; ages at which large-scale pubertal developmental changes are taking place in the rat. This suggests that the more subtle or fine-tuned regulation by miRNAs of gene expression may not be involved in sexually dimorphic expression changes during this time.

### Functional analysis reveals overlapping and redundant pathways

Identifying the miRNAs that display age and sex differences was a crucial first step in elucidating the potential roles that miRNAs may play in sexually dimorphic and age-related susceptibilities. However, the specific metabolic pathways controlled by these DEMs in the kidney are not well understood [40,41]. In general, functional analysis (Ingenuity) of the most predominant miRNAs showing age and sex-specific effects resulted in pathways and functional categories with notable overlap between the various age and sex analysis groups (Table 4). For example, cervical carcinoma or nonobstructive azoospermia pathways occurred among the top findings in three of the four analysis groups. The same miRNAs were frequently found to populate several pathways with few pathways exhibiting distinct, non-overlapping miRNA lists. For example, miR-130b was found in pathways related to cancer, renal inflammation, and organismal injury and abnormalities, while miR-150 was found in both cancer and renal inflammation pathways. This may be explained by the current, relatively immature status of miRNA functional analysis databases and tools compared to those available for gene expression (mRNA). Despite the presence of highly ranked functional categories (according to Ingenuity *p* value and number of member miRNAs) that are not readily interpretable in the context of the kidney (e.g. cervical carcinoma, nonobstructive azoospermia), several trends that relate to kidney physiology were evident in the results and are discussed below.

### Young rats express proliferation-related miRNAs

One trend related to age effects was observed in the young age expression group (17 miRNAs expressed predominantly at 2 weeks of age, Additional file 3). Functional analysis for the young age miRNAs revealed several pathways related to hyperplasia, proliferation and cancer being over represented. More than 15 cancer-related pathways ranked among the top findings for the young age group and included common miRNAs: miR-363, miR-181a, miR-130b, and miR-18a (Figures 5 and 6). It is likely that the “cancer”-related categories from the IPA analysis are representative of cell processes related to hypertrophy, proliferation, or differentiation as opposed to a disease state; especially in such young animals (2 weeks old). MiR-363 is a member of the miR-92a family and its 2-week expression is consistent with its role in the formation of vascular endothelial cells during mammalian organ development [42]. MiR-181a and miR-130b have also been shown to be involved in endothelial cell proliferation [43]. MiR-18a and miR-92a are members of the miR-17/92 cluster, the first characterized oncogenic miRNA cluster, called *oncomir-1* [44]. The cluster’s activities in cell proliferation and tumorigenesis are well characterized. MiR-18a targets Smad2 and Smad4, two members of the TGF-*β* signaling pathway. The expression of these miRNAs early in the rat life span (2 weeks) suggests overlapping roles in regulating cellular proliferation and differentiation during early kidney development at 2 weeks of age that were not needed at subsequent ages, as their expression decreases substantially.

### Old age-related miRNA expression

A second age-related effect involved the old age expression group (22 miRNAs with increasing expression levels at later ages, Additional file 3). DEMs within this group had the most influence in old age expression, based upon highly ranked PC1 loading values. The miRNAs showing the highest expression within this group were three members of the miR-29 family (miR-29b, miR-29a, and miR-29c). Each of these three showed increasing expression with age in both sexes. MiR-29 has previously been shown to play a protective role in attenuating CCl4-induced liver fibrosis [45]. However, renal fibrosis observed in histopathology sections in the current study (Table 1) was more apparent in male rats compared to females, suggesting some other, possibly tissue-specific, mechanisms. MiR-29b has also been shown to negatively regulate DNA methylation via its direct targeting of DNMT3A and DNMT3B, which are involved in *de novo* DNA methylation [46]. MiR-29 family repression of DNA methylation activities in older animals would suggest multiple levels of epigenetic regulation. A second age-affected DEM among the highest PC1 loading values is miR-34a, which shows increasing expression with age in both sexes (Figure 7). MiR-34a is known to target p53-related apoptosis signaling and has been previously shown to be upregulated in the kidney in conjunction with cisplatin-induced renal toxicity [47]. It is not clear how the age-related increase in miR-34a may influence susceptibility, but its role in cell death may be a key. Functional analysis of old age-expressed miRNAs found pathways related to cellular movement and invasion of cells (Table 4), which also relates to the histopathology findings of renal mononuclear cell infiltration (Table 1), likely in conjunction with immune response to increasing fibrosis with old age. In general, the age-specific expression of miRNAs in the rat kidney appears to represent pathways reflecting the developmental and aging activities present at young and old age, respectively.

### Female-biased miRNA expression predominant in young adult animals

MiRNAs that were differentially expressed between the sexes were grouped according to either female-biased or male-biased miRNAs. Those DEMs exhibiting female bias (17 miRNAs, Additional file 3) included miRNAs showing the highest fold-change differences between sexes (miR-208*, with 21-fold change F > M) and most prolonged, sex-biased expression (miR-421*, at 15, 21, 78, and 104 weeks). Several female-biased miRNAs exhibited both age and sex effects and have been associated with proliferation, cell death, and immune function in various cancers. For example, both miR-499 and miR-421*, which showed the most female-biased expression at 15, 21, and 78 weeks of age (Figure 5), have been shown to regulate proliferation and apoptosis via different cellular pathways [48,49]. MiR-421* showed significant female-biased expression over the longest timespan in the kidney (15–104 weeks of age) (Figure 5). Interestingly, this miRNA maps to the X chromosome and has been associated with X-chromosome activation and imprinting [50]. MiR-183 also showed female-biased expression during middle age (Figure 7) and has been proposed as a promising biomarker for early detection and prognosis of certain cancers including colorectal and prostate [51]. Both miR-375 and miR-223 play roles in regulating inflammation [52] but exhibited very different, sex-biased expression in the kidney, with miR-375 showing female-biased expression at 15 weeks of age (Table 2) and miR-223 showing male-biased expression at old age (Table 3 and Figure 7). 

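MiR-375 had a normalized intensity of 0.352 ± 0.0391 (SD, n = 5) in 15-week females and 0.196 ± 0.0255 (SD, n = 5) in 15-week males, a log2 difference of -0.84 (standard error 0.217, adjusted p = 0.00530 from limma), with all females above all males. It was not called at 15 weeks with the floor set before scaling, with quantile normalization, with the 75th percentile over all miRNAs or after normexp. It was also called at 2 weeks (-0.73), where male replicate 2 was undetected and the difference without that array was -0.41. MiR-223 at 104 weeks was 1.50 ± 0.0906 (SD, n = 5) in females and 2.90 ± 0.577 (SD, n = 4) in males, a difference of 0.93 (adjusted p = 3.56e-09) that was called under every alternative. At 78 weeks it was 0.68 and was not called with the methods' t-test, after normexp or without male replicate 6.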

Female-biased miRNAs feature some of the most promising candidates (miR-421*, miR-499, miR-208*) to further investigate the potential impact of sex-biased expression of miRNAs in the kidney.

### Male-biased expression of inflammation/fibrosis-related miRNAs in old age

Sex effects in kidney miRNA expression were also found to exhibit an equivalent number of male-biased miRNAs (17 miRNAs, Additional file 3). Functional analysis of male-biased DEMs showed conspicuous representation of pathways related to renal inflammation and renal nephritis (six miRNAs, *p* value 1.93 × 10^−10^). These six miRNAs are miR-130b, miR-296*, miR-223, miR-142-5p, miR-185, and miR-150. Three of these six molecules exhibited a pattern of increasing expression with age (miR-223, miR-150, miR-142-5p). This suggests that renal inflammation/nephritis pathways exhibit male-biased patterns that increase with age. This finding agrees with the male-biased fibrosis and mononuclear cell infiltration pattern found in male histology sections (Table 1). 

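From 2 to 104 weeks, the log2 level of miR-223 rose by 1.18 in females and 2.30 in males. MiR-150 rose by 0.73 in males (adjusted p = 7.15e-06 from limma) and changed by -0.15 in females, where it was not called with age (adjusted p = 0.244). MiR-142-5p was at least 6.83-fold higher at 104 than at 2 weeks in males and was not called in females (adjusted p = 0.656), where it was detected on 0 of 4 and 1 of 5 arrays. The difference between the sexes in these age effects was past the threshold in the interaction test (adjusted p = 5.29e-05 for miR-150 and 7.29e-06 for miR-142-5p). At 104 weeks, miR-150 was 1.05 ± 0.151 (SD, n = 5) in females and 1.69 ± 0.164 (SD, n = 4) in males, a log2 difference of 0.69 called under every alternative.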

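Fibrosis scores from Additional file 1 were joined to 18 of the 19 arrays of 78 and 104 weeks, 10 of females and 8 of males. The mean score was 0.4 in 78-week females, 1 in 104-week females, 1.75 in 78-week males and 2 in 104-week males. For miR-223, Pearson's r was 0.724 (permutation p = 0.00092) and Spearman's rho 0.785 (p = 0.00014). For miR-150, r was 0.567 (permutation p = 0.0145) and rho 0.480 (p = 0.0464), and for miR-142-5p r was 0.536 (p = 0.0209) and rho 0.472 (p = 0.0483). All tests were two-sided, and over the 3 miRNAs the Benjamini-Hochberg adjusted p of r was 0.00276, 0.0209 and 0.0209 and that of rho 0.00042, 0.0483 and 0.0483. With the mean of each age and sex removed, r was 0.391 for miR-223 (permutation p = 0.109), 0.182 for miR-150 (p = 0.473) and -0.0231 for miR-142-5p (p = 0.929), so none of the 3 relations was shown within groups. Within females, r was 0.771 (permutation p = 0.00802), 0.0682 (p = 0.866) and 0.218 (p = 1) in the same order, and within males 0.389 (exact permutation p = 0.354), 0.232 (exact p = 0.561) and 0.0970 (exact p = 0.804).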

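MiR-142-5p was detected on 7 of the 18 arrays, 1 of them of a female. Without the 2 arrays farthest from the median score, both of 104-week males, r was 0.556 for miR-223 (permutation p = 0.0250), 0.246 for miR-150 (p = 0.354) and 0.251 for miR-142-5p (p = 0.401), so the last 2 relations rest on those arrays. Leaving out either one of them (replicates 2 and 3) also brought both relations past a permutation p of 0.05, with r as low as 0.453 for miR-150 and 0.422 for miR-142-5p. Of the 3 alternatives of processing that were run for r (log2 values, the floor before scaling and the 75th percentile over the miRNAs detected on all arrays), the last moved it most, to 0.628, 0.465 and 0.474 in the order above, with a permutation p of 0.0517 for miR-150. For miR-142-5p, Spearman's rho was 0.341 (permutation p = 0.168) with the floor set before scaling and 0.465 (p = 0.0549) with that percentile. From the pathway enrichment of its male-biased miRNAs and the rise of these 3 miRNAs with age, the paper proposes that pathways of renal inflammation and nephritis follow male-biased patterns that grow with age. It sets this beside the stronger fibrosis and mononuclear cell infiltration that its histology found in males.

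**Figure D3:**
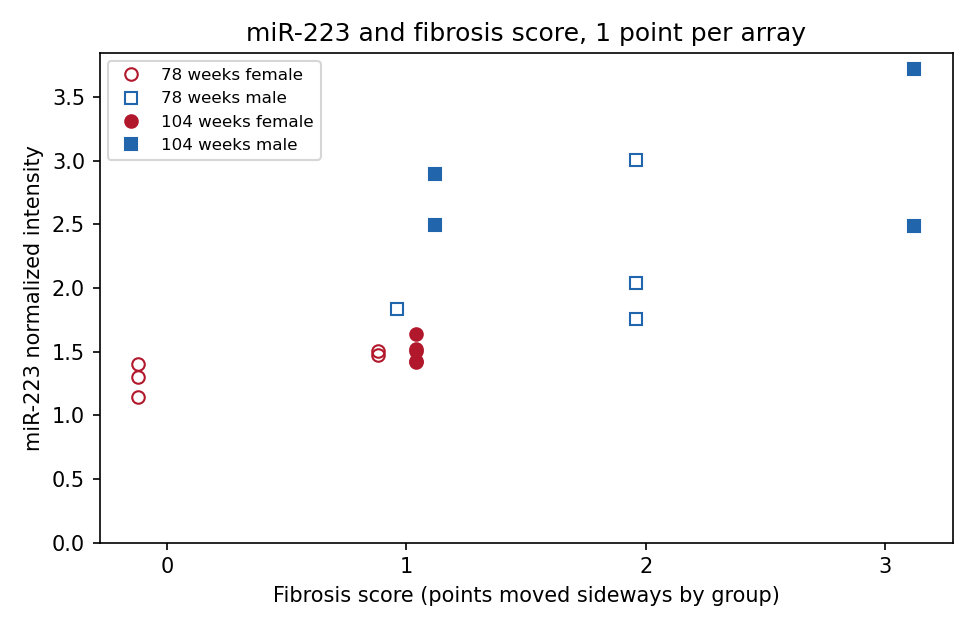
Normalized intensity of miR-223 (vertical axis, no unit) against the fibrosis severity score of the same animal (horizontal axis), 1 point per array for 18 arrays in the 4 groups of 78 and 104 weeks, with points of a group moved sideways to keep them apart. All 8 males lie above all 10 females in intensity. The group means of the score are 1.75 and 2 in males and 0.4 and 1 in females, and a score of 1 occurs in all 4 groups.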

Individual animal kidney fibrosis severity scores correlated positively and significantly (*p* < 0.05) with individual miR-142-5p (*R* = 0.526), miR-150 (*R* = 0.567), and miR-223 (*R* = 0.724) expression from those animals at 78 and 104 weeks of age. Furthermore, miR-142-5p and miR-223, both male-biased DEMs (Figures 5 and 7), have been previously implicated in fibrosis pathways [53], highlighting agreement regarding the functional roles of these miRNAs. However, the finding that the renal inflammation/nephritis pathway was also represented in the young age gene list (17 miRNAs, high expression at 2 weeks with decreasing expression at subsequent ages) seems to be confounding with the hypothesis of old age activity in this pathway. Nevertheless, the possibility of both positive and negative activities among these pathway members could account for the different expression patterns. One of the most notable male-biased miRNAs, miR-206 (Figure 5), has been shown to directly target cyclin D1, a key regulator of cell cycle control [54]. Another male-biased miRNA, miR-204 (Figure 7), has been shown to directly target Sirt1, a key regulator of various metabolic processes, including resistance to oxidative stress and fibrosis [55]. Male-biased, age-associated increases in kidney fibrosis and mononuclear cell infiltration were observed by analysis of tissue sections (Table 1; Additional file 1). Male animals had fibrosis and mononuclear cell infiltration severity scores greater than 1.5 times those of females at 78 and 104 weeks of age; thus, the male-biased increase in expression of miR-204 at prior ages (15 and 21 weeks) may be linked, via downregulation of Sirt1, to the age-associated kidney fibrosis seen in our study. MiR-204-induced reduction of Sirt1 protein may be expected to make the kidney more susceptible to oxidative injury. In fact, Sirt1 expression appears to protect against ischemia/reperfusion-induced acute kidney injury [56] and unilateral ureteral obstruction induced renal injury [57] in mouse models. So, while male-biased miRNAs did not exhibit the highest or most prolonged sex differences in expression (as in the female-biased miRNAs), their sex-biased expression could be connected to physiologically relevant endpoints (fibrosis, inflammation).

### Potential roles of kidney miRNA as biomarkers of disease and toxicity

MiRNAs are being examined in various pathologies as biomarkers, as well as for disease therapy [58-62], although limited information is available at this time for the kidney [63]. The miRNA showing the greatest fold-change difference between the sexes was miR-208* which showed approximately 21-fold higher expression in females compared to males at 21 weeks of age (Table 2 and Figure 5). MiR-208*, as well as miR-499 (Figure 5), which showed a 2.5 fold higher level in females than males at 21 weeks of age, have been predominantly characterized in cardiac tissue, as promising biomarkers of cardiotoxicity [64]. Their role in the kidney, and particularly their notable sex-difference in expression, requires further investigation. MiR-210, which exhibits female-biased expression (1.5 fold at 15 weeks), has been identified as a potential biomarker in plasma samples for predicting survivability in AKI patients [16]. Furthermore, elevated miR-210 expression in renal carcinoma tissue is predictive of better clinical outcomes for clear cell renal cell cancer patients [65]. 

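At 15 weeks, miR-210 had a normalized intensity of 0.532 ± 0.0165 (SD, n = 5) in females and 0.352 ± 0.0336 (SD, n = 5) in males, a 1.51-fold difference (adjusted p = 5.01e-07 from limma), and all females were above all males. The fold lies close to the threshold, and the call was lost in 3 of 10 cases when 1 array was left out, under 3 other scalings, and after normexp, where the log2 difference was -0.25 against -0.60.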

In our study, miR-210 showed slight but statistically significant female bias in expression, with females showing 1.5 fold higher expression than males at 15 weeks of age (Table 2). This sex difference may contribute a slight protective effect for females against AKI or certain renal cancers, but further study is necessary.

A previous report characterized an miRNA expression signature, consisting of nine miRNAs, that was specific to ischemic reperfusion injury [15]. Of the nine miRNAs in this IRI-specific expression signature, six showed differential expression in our study (four of which exhibited increasing expression with age, including miR-21, miR-146a, miR-192, and miR-194) (Figure 6). 

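MiR-21 had a normalized intensity of 35.0 ± 2.56 (SD, n = 5) in 78-week females and 61.4 ± 32.3 (SD, n = 5) in 78-week males, a log2 difference of 0.69 (adjusted p = 0.000761 from limma). At 104 weeks it was 43.3 ± 2.52 (SD, n = 5) in females and 67.3 ± 19.1 (SD, n = 4) in males, a difference of 0.59 (adjusted p = 0.00542). The sexes overlapped at both ages (exact permutation test, p = 0.0159 at either age). With limma's shared spread both were called, but with the methods' t-test, with separate fits for each age and after normexp neither was. Without 78-week male replicate 6 the 78-week difference was 0.42 and without 104-week male replicate 2 the 104-week difference was 0.43, and neither was then called.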

Although miR-21 exhibited a conspicuous pattern of higher expression in males compared to females at 78 and 104 weeks (both ages exhibiting >1.5 fold difference), the sex difference was not statistically significant. However, miR-214 exhibited sex-biased increase in expression at 104 weeks, showing 1.5 fold higher expression in males than in females. These findings suggest that age and sex differences in expression may need to be considered when utilizing such classifiers.

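At 104 weeks, miR-214 had a normalized intensity of 1.69 ± 0.179 (SD, n = 5) in females and 2.52 ± 0.378 (SD, n = 4) in males, and all males were above all females. The log2 difference was 0.57 (standard error 0.116, adjusted p = 0.000135 from limma), a fold of 1.48 that lies under the fold threshold. It passed the threshold in 4 of 9 cases when 1 array was left out and with the 75th percentile over the miRNAs detected on all arrays (0.76).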

## Conclusions

The specific sex- and age-associated miRNAs identified in the kidney of a rat model is an important first step in understanding the role that epigenetic mechanisms of gene regulation might play in sex- and age-associated susceptibilities. To our knowledge, this is the first presentation of global profiles of kidney miRNA expression throughout the entire rat life span in both sexes. Several lines of evidence, most notably the male-biased expression of miRNAs and their linkage to inflammation and fibrosis pathways, point to substantial involvement of age- and sex-related miRNAs in the male-biased renal fibrosis and mononuclear cell infiltration observed in our study. Additionally, developmental roles for miRNAs expressed predominantly in very young (2 week) animals are suggested by pathways related to cancer and proliferation. Further work will be required to elucidate the biological impact of the sex differences observed. However, the presence of clear age and sex differences among many kidney miRNAs promises deeper understanding of kidney biology and potential renal biomarkers.

## Additional files

Additional file 1:
**Histopathology report.** Histopathological findings regarding kidney fibrosis and mononuclear cell infiltration for individual animals at 52, 78, and 104 weeks of age. Additional file 2:
**One hundred seventy-four differentially expressed miRNAs.** Relative expression values for all differentially expressed miRNAs by age and/or sex; including maximum age group difference, number of significant age differences, PC1 loading values, and k-means cluster assignments. Table is sorted by absolute value of PC1 loading values. Additional file 3:
**Pathway analysis miRNA lists.** Four lists of miRNAs used for pathway analysis in IPA for evaluating age effects (young age-expressed and old age-expressed miRNAs) and sex effects (female-biased and male-biased miRNAs).

## Abbreviations

AKI: acute kidney injury
DEMs: differentially expressed microRNAs
F344: Fischer 344
FSGS: focal segmental glomerulosclerosis
FDR: false discovery rate
FE: feature extraction
IPA: Ingenuity Pathway Analysis
IRI: ischemic reperfusion injury
miRNA: microRNA
NCBI: National Center for Biotechnology Information
PCA: principal component analysis
PC: principal component
REV: relative expression value
RIN: RNA integrity number

How the deposited data were processed for this re-analysis (not part of the article)

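Kidney RNA of 74 rats, 4 or 5 of each sex at each of 8 ages, had been hybridized by the authors to single-colour Agilent rat miRNA arrays, with 1 animal on each array. The values deposited for each array are intensities: per the file headers, Agilent Feature Extraction subtracted the background and combined the 20 spots of a miRNA into 1 total gene signal, with no normalization between arrays. Each array has 14255 features, of which 13540 belong to 677 miRNAs. A miRNA marked as not detected has an intensity of 0.1, and 0 miRNA spots were marked as saturated. At least 1 array detected 311 miRNAs, which are called expressed here, and 366 were never detected.

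The authors also deposited a table of normalized intensities for 311 miRNAs, made by replacing undetected values with the lowest detected signal and dividing each array by its 75th percentile. In the copy used here, 5 of its 74 columns equalled the scanner's output of the sample they name and 69 equalled that of another sample, so the table was used only to pair miRNA names. The names of the paper were paired with the newer names of the scanner's output by equal values over all arrays, 1 to 1 for all 311, and 80 names were the same in both. The names of the paper are used in the text. Additional file 2 lists 174 miRNAs, of which 173 could be compared by name.

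Each array was divided by the 75th percentile of its 311 expressed miRNAs, as the methods state. Values under a common floor of 0.0171 (-5.87 on the log2 scale) were raised to it, and log2 values were taken. The floor is the lowest detected signal of any array, 1.39, divided by the smallest of the 75th percentiles, so that an undetected miRNA has the same value on every array. It lies above 2.72% of the detected values, which were raised too, and 13 expressed miRNAs were at the floor on all arrays. A group with no detection has no spread at the floor. Limma's standard errors and p-values of rarely detected miRNAs therefore depend on the floor and can be too small. The authors set the floor before scaling. The number of arrays, 4 or 5 per group, limits the precision of every group mean, and a signal of at most 1.39 on an array is not told from background.

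Sex differences at each age were tested with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 16 groups and 58 degrees of freedom for the spread. Age effects were tested within the arrays of each sex with limma's moderated F test over the 8 ages, and the interaction of age and sex with its F test over 7 terms in the joint fit. P-values were adjusted over the 311 miRNAs by the Benjamini-Hochberg method. A difference was called at an adjusted p under 0.05 and a fold of at least 1.5, taken as the antilog of the difference of the mean log2 values. An age effect needed an adjusted p under 0.05 and a pair of ages with an unadjusted p under 0.05 and a fold of at least 1.5, and an interaction only the adjusted p. Where no array of a group detected a miRNA and all arrays of the other group did, the fold was bounded with the lowest detected signal of each array of the first and the values of the second without the floor. That signal belongs to other miRNAs, so the bound is an assumption, and it was taken from mean log2 values without an error.

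The samples, tests, alternatives and rule for naming miRNAs were fixed before the data were examined. Any miRNA that the paper names in its results, discussion, Tables 2 and 3 or Figures 5 to 7 could be named, together with up to 3 further miRNAs per comparison. These were the ones with the largest folds among the calls detected on at least 50% of the arrays of both groups, with groups that did not overlap. MiRNAs of the marker lists could be named in the tests they belong to.

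The alternatives were the floor before scaling, the methods' t-test and ANOVA, and both together, which is the procedure of the methods. Further ones were a floor at the median array (0.00888), the 75th percentile over the miRNAs detected on all arrays or over all 677 miRNAs, and quantile normalization. Normexp with an offset of 50 was run on the median spot signals and median local backgrounds. Mean spot signals had been planned, but the scanner's output holds no column of them. Spots marked as outliers were left out before averaging. Filters were varied by testing only the 275 miRNAs detected on at least 50% of the arrays of a group and by testing all miRNAs of the array. The tests were varied by separate fits for each age, by adjusting over all 8 ages together and by dropping the fold threshold. Slide was taken as a fixed block or as a random block with statmod 1.5.0, whose estimated correlation was 0.136, and the replicate number as a fixed block. Each array was left out in turn. A scan-day block, tests within the ages that share slides and tests on values before log2 were added after the data had been seen.

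Replicate numbers do not pair the samples. After group means were removed, arrays of both sexes of an age with the same replicate number correlated on average at -0.0513 over 28 pairs, and those with other numbers at 0.0116 over 143 pairs. Arrays of different groups on the same slide correlated at 0.217 over 238 pairs, and those on different slides at -0.0201 over 2327 pairs.

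Principal components were taken from log2 values centred for each miRNA and not scaled. Fibrosis scores were read from Additional file 1 and joined to arrays by age, sex and replicate number, which left out 1 array of a 78-week male that has no score. Pearson's r and Spearman's rho were computed on normalized intensities with SciPy 1.17.1 under Python 3.11.15, and 100000 resamples or all permutations gave the p-values. Tables and plots were made with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

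Loci came from the RefSeq genes of the rat assembly GRCr8, in which 307 of the 311 expressed miRNAs (98.7%) were found by name. They served only to find miRNAs on the X chromosome (38) and neighbours, such as the 25 within 500 kb of miR-127. Sets of miRNAs were tested with limma's fry and camera. Lists of marker miRNAs were written for liver, striated muscle, erythroid cells, leukocytes, smooth muscle and pancreas.

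Each count of calls was compared with the counts from other splits of the same arrays, all of them where there were at most 100 and 100 drawn with a fixed seed otherwise. The fits were tested on simulated data with 60 changed miRNAs of 311 and the group sizes of the study. Between 81.67% and 96.67% of the changed miRNAs were called, and between 0 and 3 unchanged ones. The simulated differences all lay well past the fold threshold. The simulated noise was normal, with no correlation within slides and no undetected values. These rates therefore do not carry over to differences near the threshold, to slide effects or to miRNAs near the floor.

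The microarrays were analysed for all 74 samples. The quantitative PCR and the histology other than the fibrosis scores were not analysed here.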

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

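The tests on liver tissue and on the miRNAs outside the list of Additional file 2 were chosen only after the result was seen.

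In 28 of 246 groups of 4 or 5 arrays, 1 array lay farther from the nearest other array, relative to the range of the group, than a 95% limit allows. Chance gives about 1 in 20 groups, which is 12.3, but the groups share arrays and miRNAs and are not independent. The gap divided by the range is given for each. At 2 weeks, female replicate 3 was the highest for miR-33 (0.873) and miR-363 (0.886) and the lowest for miR-499 (0.844). Male replicate 1 was the highest for miR-122 (0.895) and, as the only array with detection, for miR-33 (1). Male replicate 4 was the highest for miR-21 (0.847) and, also as the only one with detection, for miR-664 (1), and male replicate 2 was undetected and the lowest for miR-375 (0.756). At 8 weeks, female replicate 6 was the lowest for miR-188 (0.842). At 15 weeks, females were lowest in replicate 1 for miR-204 (0.762), in replicate 5 for miR-208* (0.826) and in replicate 2 for miR-210 (0.879), and male replicate 3 was the only male with detection of miR-501 (1). At 21 weeks, male replicate 2 was the lowest for miR-181b (0.84) and miR-185 (0.721). At 78 weeks, male replicate 6 was the highest for miR-142-3p (0.774) and miR-34c (0.711). At 104 weeks, females were lowest in replicate 4 for miR-129-1* (0.727) and in replicate 1 for miR-664 (0.75), and replicate 2 was the only female with detection of miR-142-5p (1). Male replicate 3 was the highest for miR-129-1* (0.849), miR-29a (0.852) and miR-29c (0.865), and male replicate 2 for miR-363 (0.872). On PC1, 5-week female replicate 2 was the lowest (0.899) and 8-week female replicate 6 the highest (0.844). The number of detected miRNAs was lowest in 6-week male replicate 1, with 204 against 228 in the next array (0.889), and in 15-week male replicate 4, with 197 against 231 (0.723).

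Most of these arrays decide no call, but some do. Without its far array, the male minus female log2 difference of miR-122 at 2 weeks was 2.38 in place of 3.50, that of miR-375 at 2 weeks -0.41 in place of -0.73 and that of miR-34c at 78 weeks 0.42 in place of 0.73, and none of these 3 was then called. For miR-181b and miR-185 at 21 weeks, the differences without male replicate 2 were 0.59 and 0.60, past the fold threshold that 0.53 and 0.55 do not reach. Without 78-week male replicate 6, 12 miRNAs were called at 78 weeks in place of 21, and without 104-week male replicate 3, 30 were called at 104 weeks in place of 19.

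A floor under undetected values is part of the cause by construction in 5 of the 28 groups, which hold undetected arrays. Scans 1 to 4 gave 7, 4, 8 and 9 of the 28 groups. The far arrays of these groups are 19 different ones, with 4 of the 8 arrays of scan 1, 3 of the 7 of scan 2, 6 of the 29 of scan 3 and 6 of the 30 of scan 4. The 4 from scan 1 are all from slide 1, the only slide of that scan, a share that was not tested. With slide as a fixed block, the counts at the ages of these arrays were the same at 2 weeks (12), 5 weeks (0, by limma) and 21 weeks (15). They were higher at 6 weeks (2 against 1), 8 weeks (8 against 4), 15 weeks (21 against 11), 78 weeks (29 against 21) and 104 weeks (24 against 19). The animals of a group have the same age and sex. Fibrosis scores, used here for 78 and 104 weeks, differ within some groups: 104-week male replicates 2 and 3, which are far arrays, scored 3 and the other 2 males scored 1. The far 78-week male replicate 6 scored 2, as did replicates 3 and 4, and all 104-week females scored 1. For miR-129-1*, miR-29a and miR-29c, only 104-week male replicate 3 was far (0.849, 0.852 and 0.865), and for miR-363 only replicate 2 (0.872). Each time, the other male with a score of 3 lay with the males that scored 1. This argues against the fibrosis score as the cause in the 104-week males, although 4 arrays do not exclude it. No biological explanation was tested for the far arrays.

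Of the far arrays, the one with miR-122 was examined further. MiR-122 had a normalized intensity of 23.6 in 2-week male replicate 1, which is 5.27 above the next male on the log2 scale. MiR-122*, its partner from the same precursor, was detected on that array and on no other 2-week array. Among 41 miRNAs of a similar mean level, 0 had a larger SD over the 2-week males than the 2.52 of miR-122. Of the 2 liver miRNAs listed, 2 were detected on at least 1 array and 1 on at least 50% of the arrays. The gap of 5.27 with the detection of miR-122* is in line with liver tissue in this 1 sample, a hypothesis found on the same data. It would not account for the other 4 males, which had a mean of 0.490 against 0.0936 in the females, 2.38 higher on the log2 scale. Their SD was 0.278, against a median of 0.157 for miRNAs of that level, and for them age and sex remain open as untested explanations.

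The age by sex interaction was past the threshold for 86 miRNAs, so that these changed with age differently in females and males. Chance can be excluded by shuffling the residuals of the additive model. Few are near the detection limit: 11 of the 86 (12.8%) were undetected on most of the arrays, against 26.7% of all expressed miRNAs, and 69 were detected on all arrays. The count depends on the scaling, with 50 when the 75th percentile was taken over all miRNAs, and on the background correction, with 16 after normexp. Slides do not remove it, as 107 miRNAs were called with slide as a fixed block. The sexes of an age shared slides, so the slide set is not mixed up with sex. At most ages, however, the sexes never held the same position on a slide. Sex and array position cannot be told apart there, and no block removes this. What in the sexes or ages underlies the interactions stays open and was not tested.

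Of the miRNAs called by age or sex, 10 are not in the list of 174 miRNAs of Additional file 2. Between the sexes, miR-150*, miR-202* and miR-23a* were called at 78 weeks and miR-219-5p at 21 weeks. With age, miR-191*, miR-202*, miR-324-5p, miR-425, miR-770* and miR-878 were called in males and miR-23a* and miR-466b in females. They are named because they are outside the list, a choice made after their values were seen. The detection limit does not account for them as a set: 2 of the 10, miR-219-5p with 11 arrays and miR-770* with 27, were undetected on most of the arrays. The largest fold between ages was 1.54 for miR-324-5p and 1.51 for miR-425 in males, close to the threshold. Sex and age themselves remain open as explanations for them.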

How the results depend on the processing

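The scan-day block, the tests within the ages that share slides and the tests on values before log2 were chosen only after the result was seen. A count is called unchanged here when it stayed within 1.5 times its value, and the 71 named sex differences and 52 named age changes when they kept their direction and their side of the threshold. Where a result changed, the cause was not tested, unless stated.

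The age effects were the most stable counts. Over every alternative but normexp, the number changing with age stayed unchanged in females (114), in males (141), in either sex (161) and in total (163), and 52 of 52 named age changes were unchanged under 10 of 16 alternatives. Without each array in turn, it ranged from 109 to 121 in females, from 134 to 146 in males and from 155 to 167 in either sex. Normexp left 30 in females, 67 in males, 72 in either sex and 72 in total, of which 69 are among the 161. Its offset compresses dim signals by construction.

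The methods' t-test on the same values gave 6 miRNAs between the sexes at 2 weeks, 0 at 6 weeks, 2 at 8 weeks, 4 at 78 weeks and 33 at any age, all 33 among the 54. Together with the floor before scaling, it gave 7, 0, 2, 4 and 34, and 31 of the 34 are among the 54. With both, the counts at 15, 21 and 104 weeks and all age counts were unchanged. Of the 71 named sex differences, 47 were unchanged with either. The floor before scaling alone gave 66 at any age with 51 shared and left 62 of the 71 unchanged, and a floor at the median array left 67.

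The scaling changed counts and directions. With the 75th percentile over the miRNAs detected on all arrays, 23 miRNAs were called at 2 weeks, 22 of them higher in females, and 3 at 6 weeks. Over all miRNAs it gave 7 at 2 weeks, 0 at 6 weeks and 50 interactions. Quantile normalization gave 53 at any age, 41 of which are among the 54. The change of miR-194 from 21 to 104 weeks in females, 0.01, was reversed under these 3 scalings, to -0.0273, -0.0613 and -0.102. At 104 weeks, 9 of 19 calls were higher in females, against 2, 3 and 5 of 19 in the same order. At 15 weeks, 9 of 11 calls were, against 6 of 10, 5 of 15 and 6 of 12, at 21 weeks 8 of 15, against 14 of 18, 6 of 15 and 12 of 18, and at 78 weeks 10 of 21, against 5 of 18, 5 of 19 and 6 of 21. At 2 weeks, 10 of 12 were, against 22 of 23, 5 of 7 and 7 of 12. From 2 to 104 weeks, the first scaling moved the median of all miRNAs by -0.13 in females and 0.22 in males, the second by 0.16 in males and normexp by 0.11 in females. Of the 71 named sex differences, 55, 50 and 55 were unchanged, and none was reversed under these 3 scalings.

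Normexp called 3 miRNAs between the sexes at 2 weeks, all higher in males, 0 at 6 weeks, 0 at 8 weeks, 1 at 15 weeks, 3 at 21 weeks, 2 at 78 weeks, 5 at 104 weeks and 11 at any age, 8 of which are among the 54 and 2 of which were higher in females, and 16 interactions. Of the 71 named sex differences, 18 were unchanged, 45 fell under the threshold and 8 were reversed, and of the 52 age changes 36, 11 and 5. Male minus female, the reversed ones were miR-296* at 2 weeks (-0.29), miR-34c (0.0297) and miR-501 (0.0156) at 15 weeks, miR-142-5p (-0.14), miR-34c (-0.0845) and miR-363 (-0.18) at 78 weeks, and miR-130b (-0.0662) and miR-132 (-0.0112) at 104 weeks. From 2 to 104 weeks, they were miR-142-5p (-0.33), miR-7a (-0.0237), miR-664 (-0.22) and miR-129-1* (-0.30) in females and miR-129-1* (-0.0839) in males.

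Testing only the miRNAs detected on at least 50% of the arrays of a group gave 8 at 8 weeks, with fewer miRNAs tested by construction, and left all 71 named sex differences unchanged. Testing all miRNAs changed no count by more than 1.5 times and gave 46 at any age, all among the 54. Separate fits, in which the spread of an age comes from its own arrays, gave 6 at 2 weeks, 0 at 6 weeks and 8 at 78 weeks. Adjusting over all 8 ages together gave 3 at 6 weeks and 10 at 8 weeks. Without a fold threshold, which by construction can only add calls, there were 34 at 2 weeks, 25 at 15 weeks, 32 at 21 weeks, 63 at 78 weeks, 63 at 104 weeks and 133 at any age, and 48 of those at 78 weeks and 42 of those at 104 weeks were higher in females.

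Slide as a fixed block gave 2 at 6 weeks, 8 at 8 weeks and 21 at 15 weeks, and as a random block 2 at 6 weeks and 10 at 8 weeks. At any age, the fixed block gave 69 miRNAs and the random block 65, and all 54 miRNAs were called under either. Across the slide sets, age could not be fitted with slide as a fixed block. Within the sets, 66 miRNAs in females and 94 in males changed between 2 and 8 weeks, against 67 and 96 with this block, and 38 and 52 between 15 and 104 weeks, against 40 and 62. Scan day as a fixed block gave 2 at 6 weeks and 10 at 8 weeks and reversed miR-194 in females (-0.00586). With the replicate block, 55 were called at any age, 53 of them among the 54, no count changed, and the change of miR-192 from 21 to 104 weeks in females, -0.04, was reversed to 0.00045. The tests on values before log2, with the floor before scaling, gave 5 at 2 weeks, 0 at 6 weeks, 1 at 8 weeks, 3 at 78 weeks and 32 at any age.

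With each array left out in turn, the number called ranged from 0 to 2 at 6 weeks, from 1 to 9 at 8 weeks, from 12 to 25 at 78 weeks and from 15 to 30 at 104 weeks. The 12 came without 78-week male replicate 6 and the 30 without 104-week male replicate 3. At 2, 5, 15 and 21 weeks, at any age (51 to 62) and for the interaction (80 to 95), the counts were unchanged. The change of miR-194 from 21 to 104 weeks in females ranged from -0.0562 to 0.0598.

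The share of variance on PC1, 41.0%, was 39.8% with the miRNAs called here, 29.4% with all expressed miRNAs, 36.3% with unit variance, 35.1% with the floor before scaling and 21.9% without the 2-week arrays. It ranged from 38.8% to 41.8% without each array.

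For the correlations with the fibrosis score, r is given for miR-142-5p, miR-150 and miR-223 in this order. On log2 values and with the floor before scaling, all 3 values of r kept their side of a permutation p of 0.05, but Spearman's rho of miR-142-5p, 0.472, was 0.341 (p = 0.168) with this floor. With the 75th percentile over the miRNAs detected on all arrays, r was 0.474, 0.465 and 0.628, that of miR-150 lost the threshold, and so did rho of miR-142-5p (0.465, p = 0.0549). Within females r was 0.218, 0.0682 and 0.771 and within males 0.097, 0.232 and 0.389, with fewer arrays by construction. With group means removed it was -0.0231, 0.182 and 0.391. Without the 2 arrays farthest from the median score it was 0.251, 0.246 and 0.556, and miR-223 kept its side of the threshold. Without each array it ranged from 0.422 to 0.686 for miR-142-5p and from 0.453 to 0.7099 for miR-150, with both losing the threshold without 104-week male replicate 2 or 3, and from 0.605 to 0.794 for miR-223.

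The value table was not run as a setting of its own: with its columns matched to arrays by value, it holds the same values as the floor before scaling. Signal over background limits the dim miRNAs most, as 25.6% of the values of expressed miRNAs were undetected and 83 of the 311 were detected on fewer than 50% of the arrays.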

Differences from the paper's values

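The tests on values before log2 were chosen only after the result was seen. All alternatives named here apart from them were set before the data were examined. A value is taken to differ when 1 of the pair is more than 1.5 times the other and, for folds of miRNAs detected on all arrays compared, when they also lie apart by more than the SD within a group. A fold given as "at least" differs only when it is more than 1.5 times the paper's, and a correlation by more than its error. An alternative that is not named for a value gave a value that also differs from the paper's.

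At 6 weeks, the paper gives 0 miRNAs between the sexes, and 1 was called here. The count was 0 with the methods' t-test, with this test and the floor before scaling, with the 75th percentile over all miRNAs, with normexp and with separate fits. It was also 0 with the tests on values before log2, chosen after seeing the values. At 8 weeks, the paper gives 0, and 4 were called here. Only normexp gave 0, and the methods' t-test gave 2 with either floor.

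At 78 weeks, the paper gives 3 miRNAs and 21 were called here. The methods' t-test gave 4, also with the floor before scaling, and normexp 2, which do not differ from the paper's value. The tests on values before log2, chosen after seeing the values, gave 3. At 104 weeks, the paper gives 11 and 19 were called here. The methods' t-test gave 15 with either floor, which does not differ from the paper's value, and the tests on values before log2, chosen after seeing the values, gave 14.

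At any age, the paper gives 34 miRNAs and 54 were called here. The methods' t-test gave 33, this test with the floor before scaling 34, all miRNAs tested 46 and separate fits 42, which do not differ from the paper's value. The tests on values before log2, chosen after seeing the values, gave 32. Of these miRNAs, the paper gives 17 as higher in females, against 30 here. The values that do not differ were 19 with the methods' t-test with either floor, 17 with the 75th percentile over all miRNAs, 23 with quantile normalization, 22 with all miRNAs tested and 25 with separate fits. The tests on values before log2, chosen after seeing the values, gave 17.

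The folds of the paper are on another scale than those here, which are antilogs of differences of mean log2 values, as its methods state. Ratios of mean values before log2 with the floor before scaling, a setting chosen after seeing the values, equal 43 of the 44 folds of Tables 2 and 3 and 48 of the 48 largest folds of Additional file 2 that were compared, to the digits printed. On the scale used here, 30 and 0 are equal, 36 and 38 lie within 5%, and 2 and 2 differ. On the paper's scale 0 and 0 differ.

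For miR-33 at 2 weeks, Table 2 of the paper gives a fold of 2.0, females over males, against 1.16 here and 1.96 for the ratio of mean values, chosen after seeing the values. It was 2.05 with the floor before scaling, with or without the methods' t-test, 1.85 with the floor at the median array, 1.72 with quantile normalization and 1.35 with normexp, none of which differ. For miR-135a at 21 weeks, Table 3 of the paper gives 2.1, males over females, against 1.10 here and 2.11 for the ratio of mean values, chosen after seeing the values. It was 2.05 with the floor before scaling, with or without the methods' t-test, and 1.76 with the floor at the median array, none of which differ.

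For the largest fold between ages of miR-664 in males, the paper's Additional file 2 gives 8.501, against 4.88 here and 8.50 for the ratio of mean values, chosen after seeing the values. It was 9.34 with the floor before scaling, with or without the methods' ANOVA, 8.24 with the floor at the median array and 8.21 with quantile normalization, none of which differ. For miR-142-5p in females, the paper's value there is 1.722, against 1.12 here and 1.72 for the ratio of mean values, chosen after seeing the values. It was 1.53 with the floor before scaling, with or without the methods' ANOVA, 1.27 with the floor at the median array, 1.23 with quantile normalization and 1.40 with normexp, none of which differ.

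The paper places the most sex differences at 21 weeks. Here, 15 miRNAs were called at 21 weeks, 21 at 78 weeks and 19 at 104 weeks. The paper names a pair of miRNAs with a sex difference at 3 or more ages in a row, and here miR-183 was a further one, at 6, 8 and 15 weeks. The paper reports no significant sex difference of miR-21 at 78 and 104 weeks. Here it was called at both, with 0.69 and 0.59 on the log2 scale, but not with the methods' t-test, with either floor, with separate fits, with normexp or with the tests on values before log2, and at 104 weeks also not with quantile normalization or the replicate block.

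The paper reports that miR-192 and miR-194 peak in young adults and then fall. This holds in males, with -0.80 and -0.78 from 21 to 104 weeks, but in females the changes were -0.04 and 0.01. It reports a rise of miR-150 and miR-142-5p with age, which was called in males and not in females, where the changes from 2 to 104 weeks were -0.15 and 0.16 on the log2 scale. For miR-125a-5p, which the paper gives as the only miRNA that differed between the sexes and not with age, neither difference was called here.

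Of the 44 combinations of miRNA and age that Tables 2 and 3 give as called, the only ones compared, 36 were called here. The other 8 were reached under these settings. MiR-130b at 2 weeks (0.63, male minus female) was called with the methods' t-test, with either floor, with separate fits and with the tests on values before log2. MiR-33 at 2 weeks (-0.22) was called with the floor before scaling. MiR-142-3p at 15 weeks (0.61) was called with the methods' t-test, with either floor, with separate fits, with slide as a random block, with the 75th percentile over all miRNAs (0.87) or over those detected on all arrays (0.71), with quantile normalization (0.79) and with the tests on values before log2. MiR-135a at 21 weeks (0.13) was called with the floor before scaling, with or without the methods' t-test, with the floor at the median array and without the fold threshold. MiR-125a-5p (0.53), miR-181b (0.53) and miR-185 (0.55) at 21 weeks were called with the 75th percentile over all miRNAs, without the fold threshold and without male replicate 2, and miR-185 also with quantile normalization and without female replicate 4. MiR-214 at 104 weeks (0.57) was called with both other sets for the 75th percentile and without the fold threshold, and in 4 of 9 cases when 1 array was left out. The tests on values before log2 were chosen after seeing the values.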

Other observations

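The tests on striated muscle, on blood, on the floor, on the columns of the value table and on splits within slides were chosen only after the result was seen.

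Other splits of the arrays of an age into groups of the same sizes were counted, the real split included. With splits that ignore the slides and a share under 0.05 as the limit, chance can be excluded for the calls between the sexes at 2, 8, 15, 21, 78 and 104 weeks and at any age, and for the age effects in females and in males. The margin was narrow at 2 weeks (3 of 100 splits gave as many), at 8 weeks (1 of 35, the smallest share possible there) and at 15 weeks (2 of 100), each 0.04 after adjustment over the 8 ages. Arrays on the same slide are correlated, so the sexes were also exchanged only within slides, with slide as a fixed block. As many calls were given by 3 of 16 splits at 2 weeks, by 2 of 16 at 6 weeks, by 1 of 8 at 8 weeks and by 1 of 16, the real one, at 15, 21, 78 and 104 weeks. These sets are too small for a share under 0.05, so they neither exclude chance nor bring it back. The exclusions above thus hold only for splits across slides. At 2 weeks, another split within slides gave 16 calls against 12. At 5 weeks limma called 0 miRNAs (3 at an unadjusted p under 0.05 with the fold, 0 with the methods' t-test). All 100 of 100 splits then give as many by construction, which says nothing about chance. Chance cannot be excluded at 6 weeks, where 1 miRNA was called and 23 of 100 splits gave as many. The split with the most calls at 6 weeks, 29, follows the slides: 1 of 5 slides had arrays on both of its sides. With slide as a fixed block, the sexes at 6 weeks gave 2 calls. At 2 weeks, exchanging female replicate 3 and male replicate 1, both on slide 1, gave 14 calls against 12, while their sexes lie apart on PC1, with -9.74 to -9.47 in females and -13.62 to -12.36 in males. At 15 weeks, exchanging male replicate 3 and female replicate 5, the array on a slide of the younger ages, gave 12 calls against 11. With slide as a fixed block, 12 miRNAs were called at 2 weeks and 21 at 15 weeks.

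Mean PC1 scores rose by 2.31 between 8 and 15 weeks. A difference between scan days does not account for it: on scan day 4 the step was 1.82 between 3 arrays of 8 weeks and 4 arrays of 15 weeks (exact permutation p = 0.0286), and on scan day 3 it was 2.34 between 3 and 4 arrays (exact p = 0.0571). The slides of the ages of 2 to 8 weeks and those of 15 to 104 weeks are confounded with age. The 1 array of a 15-week female on a slide of the younger ages scored 3.53, above the 2.65 to 3.07 of the other 15-week females and far from the 0.0667 to 1.05 of the 8-week females. This goes against the slides as the cause, but with a single array the slides and age cannot be told apart for the step, and a change between these ages remains an untested explanation.

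Between 5 and 8 weeks, 0, 1 and 4 miRNAs were called between the sexes, and from 15 weeks on 11 or more. Smaller sex differences at the younger ages are consistent with this: the largest median absolute difference among 5, 6 and 8 weeks, 0.130, was below the smallest from 15 weeks on, 0.135, by a difference of -0.00484. This is a narrow margin for 8 weeks and a wide one for 5 weeks (0.0758) and 6 weeks (0.0825). At the oldest ages, part of the median difference may come from the scaling. A larger spread between animals at the younger ages is not excluded. The median SD within groups was 0.167 over 5, 6 and 8 weeks and 0.152 over the later ages, 0.0150 more, although it was lowest at 8 weeks (0.122). This difference was not set against its own error, so both explanations stay open, as does sexual maturation, for which the design has no measure.

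MiR-208* and miR-499 were higher in females at 15 and 21 weeks. Striated muscle tissue in the female samples does not account for this. Of 9 miRNAs listed for striated muscle, 3 of which are in the paper's tables, 4 were detected on at least 1 array and 2 on at least 50% of the arrays. MiR-1 and miR-133a, which are in the list, were detected on 0 of 74 arrays. MiR-133b was higher in males by 0.31 on the log2 scale (standard error 0.124), against -1.22 (standard error 0.0621) for miR-499, and the mean difference of miR-133b and miR-206 was 0.56. Sex at these ages remains an untested explanation.

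At 104 weeks, leukocyte miRNAs were higher in males. The mean difference of the 3 of 5 listed miRNAs that were detected on at least 50% of the arrays was 0.89 (log2, standard error 0.0913). Detection on at least 1 array was found for 4, all of which the paper names. For the erythroid list of 4 miRNAs, 3 were detected on at least 1 array, and miR-451, the only one on at least 50% of the arrays, differed by 0.32 (standard error 0.259), with mean normalized intensities of 3.12 in males and 2.51 in females. If blood left in the kidneys were the cause, both lists would be higher by a like amount. The leukocyte difference exceeded the erythroid one by 0.58 (standard error 0.309, exact permutation p = 0.111). With all members detected on at least 1 array, the differences were 1.28 and 0.36. More blood and more leukocytes in the male kidneys cannot be told apart by these lists, because the erythroid list rests on 1 miRNA and the difference lies within about 2 standard errors. The paper's histology scored more mononuclear cell infiltration in males than in females at 104 weeks. That goes with more leukocytes, but these scores were not analysed here and do not exclude more blood. The difference in the sexes' fibrosis scores is a further open explanation, which was not tested at this age alone.

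Over both sexes and ages, miR-223, miR-150 and miR-142-5p rose with the fibrosis score. With the mean of each age and sex removed, the largest of the 3 correlations was 0.391, for miR-223 (permutation p = 0.109). The relation with fibrosis and the difference between the groups of age and sex cannot be told apart with 18 arrays, because scores and groups go together, and each group has only 4 or 5 arrays.

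With the floor set before scaling, 93 calls between the sexes were made over the 8 ages, 20 of which were not made with the common floor, and 10 calls of the common floor were lost. Of the 20, 19 concern groups with 1 or more undetected arrays, and of the 10, 4 do. The floor divided by each array's percentile carries the brightness of the array into undetected values, which could produce calls of miRNAs that no array of either group detected. Limma made 0 such calls under either floor. This count decides little, since the calls gained come from groups in which some arrays detected the miRNA and some did not. For these the floor and a real difference near the detection limit cannot be told apart.

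Of the 74 columns of the value table, 69 hold the array of another sample than the one they name, and 5 hold their own. Labels of the scanner's output, used for all groups here, gave 2768 of 2768 group means of Additional file 2 within 0.01 on the log2 scale, against 143 with the table's own names. The median difference with those names was 0.28. This is in line with an order of the table's columns that differs from that of its names, and where the difference arose was not examined. No biological explanation was tested, since none applies.

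The 38 expressed miRNAs whose genes in GRCr8 all lie on the X chromosome had a mean log2 difference, male minus female over all ages, of -0.0466 (standard error 0.0352), with a median of -0.03. Of them, 22 were below 0 and 16 above. The set was not past 0.05 with fry (p = 0.746), camera (p = 0.600) or camera with an estimated correlation (p = 0.775). Calls over the 8 ages were higher in females in 10 cases and in males in 4, and 18.4% of the X-linked miRNAs had a call, against 17.2% of the others. Without miR-421*, the mean of the other 37 was -0.03. A small effect of the dose of the X chromosome and no effect cannot be told apart, because members go both ways.

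MiR-501 was called with higher levels in females at 2, 15 and 78 weeks and miR-188 at 8 and 21 weeks, so never at the same age. Their mean differences were -0.73 and -0.49 over the 5 ages at which either was called. The paper's folds have miR-501 lower in females at 8 and 21 weeks. In GRCr8 they lie in a run of neighbouring miRNA genes on the X chromosome. A shared transcript does not account for this, as the 5 expressed neighbours differed by 0.05 on average (0.0513, standard error 0.0427), with 0 calls by limma at any age. The set was not past 0.05 with fry (p = 0.0798), camera (p = 0.300) or an estimated correlation (p = 0.294). Processing of single miRNAs and sex remain open and untested.

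MiR-322, miR-503, miR-542-5p and miR-542-3p, which the paper lists among the miRNAs of the youngest age, are neighbours in the genome. The 3 other detected members of their run were lower from 15 weeks on than at 2 weeks, with a mean change of -0.86 on the log2 scale: miR-322* by -1.17, miR-450a by -1.08 and miR-351, detected on 17 arrays, by -0.33. The fall was past 0.05 with fry (p = 5.73e-35), camera (p = 0.0025) and an estimated correlation (p = 0.00488). This is consistent with 1 shared transcript that falls with age, a hypothesis that other causes of a common fall would meet as well.

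MiR-127 was detected on 5 arrays, all of 2 weeks, and was lower at the later ages (-0.63). The 24 other expressed miRNAs within 500 kb changed by -0.0224 on average (standard error 0.0551), with a median of -0.003. Of them, 12 were lower and 12 higher after 2 weeks, from -0.77 to 0.90, and 2 fell by at least 50% of the log2 change of miR-127. The set was not past 0.05 with fry (p = 0.454), camera (p = 0.787) or an estimated correlation (p = 0.897). A fall of the whole run and a fall of single members cannot be told apart, because members go both ways and 19 of the 24 were undetected on most of the arrays. Age remains an untested explanation for miR-127 itself.

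The lists for smooth muscle and pancreas were written but not used in a comparison. Both of the 2 smooth muscle miRNAs were detected on at least 50% of the arrays and 0 of the 2 pancreas miRNAs on any.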
